# The APETALA2-Like Transcription Factor SUPERNUMERARY BRACT Controls Rice Seed Shattering and Seed Size

**DOI:** 10.1105/tpc.18.00304

**Published:** 2019-01-09

**Authors:** Liyun Jiang, Xin Ma, Shuangshuang Zhao, Yanyan Tang, Fengxia Liu, Ping Gu, Yongcai Fu, Zuofeng Zhu, Hongwei Cai, Chuanqing Sun, Lubin Tan

## Abstract

The elimination of seed shattering was a crucial event during crop domestication. Improving and fine-tuning the regulation of this process will further enhance grain yield by avoiding seed losses during crop production. In this work, we identified the loss-of-shattering mutant *suppression of shattering1* (*ssh1*) through a screen of mutagenized wild rice (*Oryza rufipogon*) introgression lines with naturally high shattering. Using the MutMap approach and transformation experiments, we isolated a genetic factor for seed shattering, *SSH1*, which is an allele of *SUPERNUMERARY BRACT* (*SNB*), a gene encoding a plant-specific APETALA2-like transcription factor. A C-to-A point mutation in the ninth intron of *SNB* altered the splicing of its messenger RNA, causing the reduced shattering of the *ssh1* mutant by altering the development of the abscission layer and vascular bundle at the junction between the seed and the pedicel. Our data suggest that *SNB* positively regulates the expression of two rice *REPLUMLESS* orthologs, *qSH1* and *SH5*. In addition, the *ssh1* mutant had larger seeds and a higher grain weight, resulting from its increased elongation of the glume longitudinal cells. The further identification of favorable *SNB* alleles will be valuable for improving rice seed shattering and grain yield using molecular breeding strategies.

## Abstract (precis)

The APETALA2-like transcription factor SUPERNUMERARY BRACT confers seed shattering by positively regulating *qSH1* and *SH5*, while altering seed size by modulating longitudinal cell elongation in rice glumes.

## INTRODUCTION

Seed shattering is determined by the development of the abscission zone (AZ), which consists of several layers of isodiametrically flattened and thin-walled cells at the junction of the seed and the mother tissue (Jin, 1986; McKim et al., 2008). In the past, several important genes regulating the development of the AZ and the corresponding dispersal of plant organs have been identified in various species, shedding light on the regulatory mechanisms underlying these processes (Dong and Wang, 2015; Pourkheirandish et al., 2015; Ballester and Ferrándiz, 2017). The natural shattering of mature seeds has great ecological importance for offspring dispersal, whereas in domesticated crops, mutations that reduce shattering and cause the seeds to be retained longer on the parent plant were selected and fixed to facilitate efficient harvesting and avoid yield loss. The reduction of seed shattering was one of most important advances in the history of crop domestication (Fuller, 2007; Onishi et al., 2007).

Previous studies have identified several genetic factors controlling the key transition from shattering to nonshattering during crop domestication. Rice (*Oryza sativa*) was one of the first crops to be domesticated. In this species, mutations in two genes, *SH4* (the quantitative trait locus *seed shattering on chromosome4*)/*SHA1* (*Shattering 1*, an allele of *SH4*) and *qSH1* (the quantitative trait locus *seed shattering on chromosome1*), were mainly responsible for the transition away from seed shattering during domestication (Konishi et al., 2006; Li et al., 2006; Lin et al., 2007). A single amino acid change in the MYB3 DNA binding domain of SH4 resulted in decreased seed shattering due to the incomplete formation of the AZ in cultivated rice (Li et al., 2006). A single nucleotide polymorphism (SNP) in the 5′ regulatory region of *qSH1*, a rice ortholog of the BEL1-type homeobox gene *REPLUMLESS* (*RPL*) in Arabidopsis (*Arabidopsis thaliana*), caused the absence of the abscission layer in temperate *japonica* varieties (Konishi et al., 2006). The genetic control of seed shattering domestication has also been revealed for other species, including wheat (*Triticum aestivum*), barley (*Hordeum vulgare*), sorghum (*Sorghum bicolor*), and soybean (*Glycine max*; Faris and Gill, 2002; Faris et al., 2003; Simons et al., 2006; Zhang et al., 2011, 2013; Lin et al., 2012; Dong et al., 2014; Funatsuki et al., 2014; Katkout et al., 2015; Pourkheirandish et al., 2015; Debernardi et al., 2017). These findings provide important insights into the molecular mechanisms and evolutionary trajectories underlying seed shattering domestication.

Notably, some genes affecting seed shattering have a pleiotropic effect on spikelet development; for example, in African cultivated rice (*Oryza glaberrima*), the selection of an independent *sh4* mutant resulted in the convergent evolution of the nonshattering trait observed in Asian cultivated rice (*O. sativa*); however, the *sh4* mutant allele in African rice resulted in smaller seeds than its progenitor *Oryza barthii*, owing to a reduced elongation of the glume longitudinal cells (Wu et al., 2017). The mutation of *SHATTERING ABORTION1* (*SHAT1*) caused both the loss of shattering and spikelet developmental defects in rice (Zhou et al., 2012). In addition, the mutation of a wheat domestication gene, *Q*, encoding an APETALA2 (AP2) transcription factor, affects a broad range of phenotypic characters, including subcompact inflorescences, glume shape, and free-threshing grains (Faris and Gill, 2002; Faris et al., 2003; Simons et al., 2006; Debernardi et al., 2017). The further identification of other nonshattering mutants would therefore facilitate the elucidation of the molecular basis underlying seed shattering while also providing a novel favorable genetic resource for high-yielding crop breeding programs.

**Figure:**
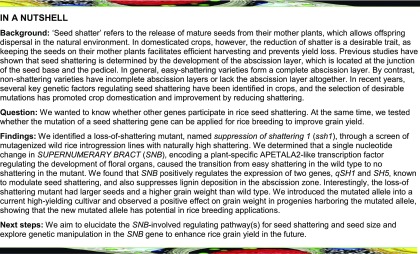

In the present study, we identified a genetic suppressor of seed shattering, *SUPPRESSION OF SHATTERING1* (*SSH1*), in a screen of mutagenized wild rice (*Oryza rufipogon*) introgression lines with naturally high levels of shattering, using a combination of MutMap analysis and transformation experiments. *SSH1*, which is an allele of *SUPERNUMERARY BRACT* (*SNB*) encoding a transcription factor with two plant-specific AP2 domains, controls the development of the AZ and regulates seed shattering by promoting the expression of two rice *RPL* orthologs, *qSH1* and *SH5*. In addition, the *ssh1* mutant identified in this study has larger seeds and a higher grain yield, suggesting that this gene may be a useful target in rice breeding applications.

## RESULTS

### Identification of a Loss-of-Shattering Mutant from Mutagenized Wild Rice Introgression Lines with Naturally High Shattering

A wild rice introgression line, YIL100, referred to as the wild type below, was derived from the cross between the donor, *O. rufipogon* (accession YJCWR), and the recipient, an *indica* variety known as Teqing. The YIL100 introgression line carried *SH4*/*SHA1* from the donor and the *qSH1* locus from the recipient, resulting in a natural seed shattering phenotype (Figure 1A; Supplemental Figure 1). To study the regulatory mechanism underlying seed shattering in rice, we mutagenized the YIL100 line using EMS and screened the resulting M2 mutant generation, identifying the loss-of-shattering mutant *ssh1* (Figure 1B). Phenotypic observation showed that the *ssh1* mutant had less seed shattering at the harvest stage and a stronger pedicel breaking tensile strength (BTS) than the wild type (Figures 1C and 1D). Further observation of longitudinal sections of spikelets at the anthesis stage using confocal microscopy showed that the wild type had a complete AZ and a normal vascular bundle at the junction between the seed and pedicel, while the *ssh1* mutant displayed a deficiency in AZ development and vascular bundle overgrowth (Figures 1F and 1G). The seed bases were observed using a scanning electron microscope (SEM), further revealing that the *ssh1* mutation affected the development of both the abscission layer and the vascular bundle (Figures 1E to 1G). These results suggest that both the incomplete abscission layer and the larger vascular bundle in the *ssh1* mutant might provide stronger support to the seed, decreasing shattering after seed ripening.

**Figure 1.**
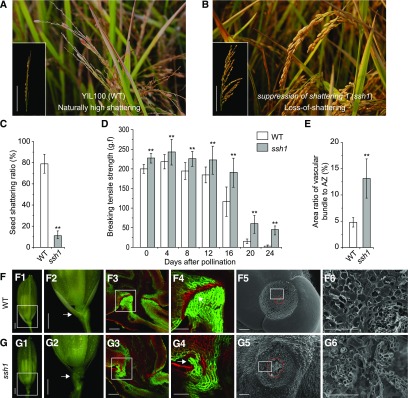
Comparison of Seed Shattering and Floral AZ Morphology in the Wild Type and the *ssh1* Mutant. **(A)** and **(B)** Phenotypes of mature wild-type (YIL100) and *ssh1* rice in the field. Panicles of the wild type and the *ssh1* mutant are respectively illustrated in the lower left corners. Bars = 10 cm. **(C)** Comparison of the seed shattering ratio of the mature wild type and the *ssh1* mutant. Values are means ± sd (*n* = 10 main panicles). **(D)** Comparison of the BTS in the wild type and the *ssh1* mutant on the day after pollination and every 4 d thereafter during seed development. The g.f is the gravitational unit of force. Values are means ± sd (*n* = 50 grains). **(E)** Comparison of the area ratio of the vascular bundle to AZ in the wild type and the *ssh1* mutant. Values are means ± sd (*n* = 10 grains). In **(C)** to **(E)**, two-tailed Student’s *t* tests were used to compare the wild type and the *ssh1* mutant (**, P < 0.01; Supplemental File 2). **(F)** and **(G)** Characterization of floral AZ morphology in the wild type **(F)** and the *ssh1* mutant **(G)**. **(F1)** and **(G1)** show the spikelets. The white boxes indicate the junction between the seed and the pedicel and are enlarged in **(F2)** and **(G2)**, where the arrows indicate the position of the AZ. **(F3)** and **(G3)** show the fluorescence images of longitudinal sections across the flower and pedicel junction. **(F4)** and **(G4)** are enlargements of the white boxes in **(F3)** and **(G3)**, respectively. Arrows point to the AZ in the wild type or the corresponding region in the *ssh1* mutant. **(F5)** and **(G5)** show SEM photographs of the seed bases where the pedicels attach. The red circles indicate vascular bundles. **(F6)** and **(G6)** are magnifications of the white boxes in **(F5)** and **(G5)**, respectively. The surface of the seed base in the wild type is smooth, whereas the surfaces in the *ssh1* mutant are broken and rough. Bars = 1 mm in panels **(1)** and **(2)**, 100 μm in panels **(3)** and **(5)**, and 50 μm in panels **(4)** and **(6)**.

### Cloning and Characterization of *SSH1*

To evaluate the genetic characteristics of the phenotypes affected in the *ssh1* mutant, we developed an F2 population derived from a cross between the wild type and the *ssh1* mutant. Phenotypic observation of the F2 population (205 wild-type plants and 72 mutant plants; χ^2^ = 0.10 < χ^2^_0.05,1_ = 3.84) revealed that nonshattering in *ssh1* was controlled by a single recessive gene. We further bulked DNA from 20 recessive homozygous nonshattering plants and 20 dominant plants with natural shattering and then sequenced the pooled DNA on an Illumina HiSeq2500 platform. Using the MutMap approach (Abe et al., 2012; Takagi et al., 2013; Lu et al., 2014), a single peak was detected on chromosome 7, in which the Δ(SNP-index) was more than 0.67, indicating that the SNPs are associated with *SSH1* (Figure 2A; Supplemental Table 1). Using a total of 72 recessive homozygous plants from the same F2 population, *SSH1* was further mapped to an ∼3104-kb interval between SNP markers SNV4 and SNV8 and was found to cosegregate with SNV6 (Figure 2B).

**Figure 2.**
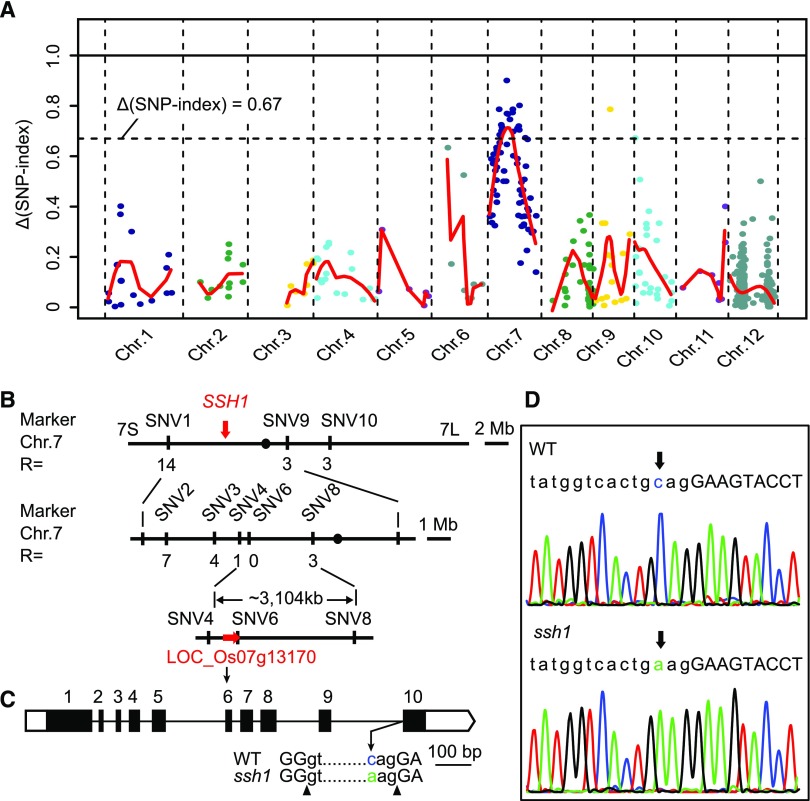
Mapping of *SSH1*. **(A)** Δ(SNP-index) plot of the whole genome generated using MutMap. The red curves represent Δ(SNP-index) plot regression lines. **(B)** The mapping location of the *SSH1* gene was narrowed down to an ∼3104-kb interval between SNP markers SNV4 and SNV8 using 72 recessive F2 individuals. It was found to cosegregate with the SNP SNV6, which is located in the ninth intron of LOC_Os07g13170. The vertical red arrow indicates the location of *SSH1*. The horizontal red arrow represents the gene LOC_Os07g13170. **(C)** The exon-intron structure of LOC_Os07g13170 and the location of the SNP SNV6. Black boxes represent exons, white boxes represent UTRs, and thin black lines indicate introns. Uppercase letters and lowercase letters below the gene structure represent exons and introns, respectively. Blue and green lowercase letters represent the C in the wild type and the A in the *ssh1* mutant, respectively. Black triangles indicate the 5′ and 3′ splicing sites of the ninth intron of LOC_Os07g13170. **(D)** The C-to-A point mutation (SNV6) in LOC_Os07g13170, detected using Sanger sequencing. Lowercase letters and uppercase letters above the DNA sequencing peak chromatograms represent the 9th intron and the 10th exon of LOC_Os07g13170, respectively.

Integrating data from whole-genome sequencing and SNP validation using Sanger sequencing, we identified three SNPs between the wild type and *ssh1* mutant within the 3104-kb *SSH1* fine-mapped region (Supplemental Table 1). We further compared the expression levels of four genes associated with these three SNPs in the wild type and *ssh1* mutant using RNA-seq. 

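RNA was taken from 0- to 4-cm young panicles of the wild type (YIL100) and of the *ssh1* mutant, with 3 biological replicates per genotype and 5 plants pooled in each replicate, so that 6 samples were compared. The authors sequenced paired-end libraries, mapped the reads to the Nipponbare reference genome with the MSU7 annotation, and deposited 1 value per gene and replicate in FPKM, which relates the fragments counted on a gene to its length and to the size of the library. FPKM values are not counts. After 4 locus IDs that occur more than once were left out, 55982 locus IDs remained. Between 30321 and 31015 of these were listed at 0 in a given replicate, and 25772 were at 0 in all 6. The number of reads per library is not analysed here, and the precision of a single value at low expression is therefore unknown, although low values show how the libraries compare with each other: relative to replicate 1 of the wild type, the depth on the log2 scale was lowest in *ssh1* replicate 1 (-0.23) and highest in *ssh1* replicate 3 (0.07). The values were compared as log2(FPKM + 1) with limma (a linear model per gene whose variances are moderated across genes along a mean-variance trend) for the 18537 genes with a mean of at least 1 FPKM over the 6 samples, and p-values were adjusted by the Benjamini-Hochberg method. The added value of 1 FPKM understates the change of genes with low expression. The thresholds were those of the paper, a fold change of at least 2 and an adjusted p below 0.001. For single genes, a two-sided exact permutation test was run beside limma, in which 3 replicates against 3 cannot give a p below 0.1.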

The expression of LOC_Os07g13170 was significantly downregulated in *ssh1* compared with the wild type (fold change ≥ 2, false discovery rate [FDR] < 0.001), while the expression levels of the three genes associated with the other two SNPs were not significantly different between the *ssh1* mutant and the wild type (Supplemental Table 1). 

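LOC_Os07g13170, on chromosome 7, had 18.6 ± 2.07 FPKM (SD, n = 3) in the wild type and 8.09 ± 0.717 FPKM (SD, n = 3) in *ssh1*. The replicates of the wild type were at 20.9, 16.9, and 18.0 FPKM and those of *ssh1* at 7.97, 7.44, and 8.86 FPKM, so that every replicate of *ssh1* was below every replicate of the wild type (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The ratio of the group means was 0.435, and the limma log2 fold change was -1.11 (standard error 0.11, adjusted p = 0.000725 with Benjamini-Hochberg adjustment), past both thresholds. With each replicate left out in turn, the log2 fold change stayed between -1.17 and -1.02, while the adjusted p from limma rose to between 0.00166 and 0.00538. After median-of-ratios scaling of the samples, the log2 fold change was -0.98 (adjusted p = 0.000888 from limma), just short of the fold-change threshold. With the replicate number as a block, the limma log2 fold change was again -1.11 and the adjusted p was 0.00721. Across genes, the mean correlation between the deviations of same-numbered replicates of the wild type and *ssh1* from their group means was -0.115. Deviations sum to 0 within each genotype, so the value for replicates with different numbers, 0.058, follows from it. An FPKM of the whole gene does not separate a fall in transcription from the loss of part of the transcript. By RT-qPCR, the paper reports similar levels in both genotypes with primer set P1 and lower levels in *ssh1* with P2. Most 3′ ends that it found in *ssh1* lay within an intron. The genes at the other SNPs of the interval are not analysed here.

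**Figure D1:**
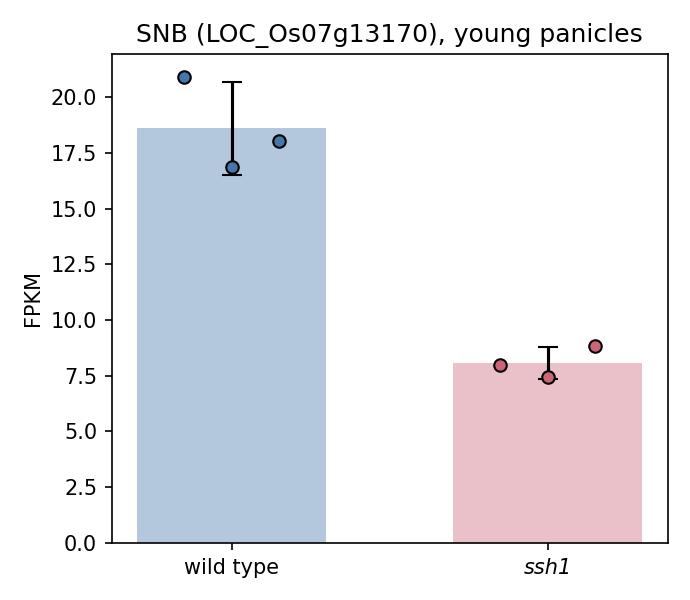
FPKM of LOC_Os07g13170 (vertical axis) in young panicles of the wild type and *ssh1*. Points are the 3 replicates of each genotype, bars their mean and error bars the SD. The *ssh1* replicates lie between 7.44 and 8.86 FPKM, below the wild-type replicates.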

Based on the annotation of the rice reference genome (http://rice.plantbiology.msu.edu), we found that the SNP SNV6, a single nucleotide transversion from cytosine (C) to adenine (A) in the *ssh1* mutant, was located in the ninth intron (+3473 bp) of LOC_Os07g13170 (Figures 2C and 2D). Therefore, we speculated that the SNP SNV6 might alter the expression profile of LOC_Os07g13170. Additionally, LOC_Os07g13170 is the rice heterochronic gene *SNB*, which encodes an AP2 domain-containing protein regulating the transition from the spikelet meristem to the floral meristem (Lee et al., 2007; Zhu et al., 2009; Lee and An, 2012). Taken together, these results suggest that LOC_Os07g13170 is a strong candidate gene for *SSH1*.

To test whether the phenotype of the *ssh1* mutant was caused by this SNP in the *SNB* gene, we complemented the mutant with a 7206-bp wild-type genomic fragment containing the entire coding region of *SNB* and the 2309-bp 5′-flanking and 1209-bp 3′-flanking regions. A total of 11 independent positive transgenic complementation lines (GC-*SNB*) were generated, all of which had natural shattering and normal development of both the abscission layer and the vascular bundle at the junction between the seed and the pedicel, indicating complementation of the *ssh1* phenotype (Figures 3A, 3B, 3F, and 3G). We also developed both overexpression and RNA interference (RNAi) constructs based on the *SNB* (LOC_Os07g13170) complementary DNA (cDNA) sequence from the wild type and introduced these into the *ssh1* mutant and the wild-type plants, respectively. We found that all 17 independent overexpression transgenic plants (OE-*SNB*) showed an integral abscission layer, smaller vascular bundles at the seed base, and increased shattering compared with the *ssh1* mutant (Figures 3C, 3F, and 3G). By contrast, all eight independent RNAi transgenic plants (RNAi-*SNB*) with significantly downregulated *SNB* transcripts (Supplemental Figure 2) showed a deficiency in AZ development, larger vascular bundles, and decreased shattering compared with the wild type, displaying similar phenotypes to the *ssh1* mutants (Figures 3D to 3G). The results of these transformation experiments demonstrate that the C-to-A point mutation in the intron of *SNB* resulted in defective abscission layer development and vascular bundle overgrowth, leading to a decrease of seed shattering in rice.

**Figure 3.**
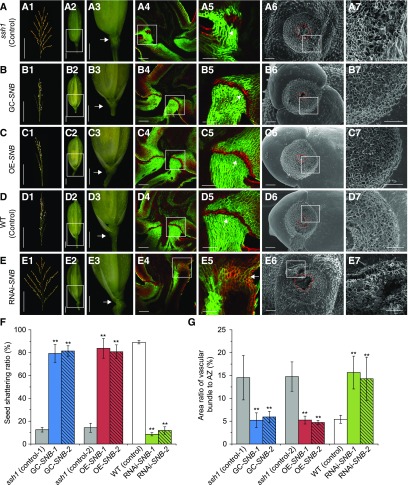
Characterization of Seed Shattering in the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* Transgenic Plants. **(A)** to **(E)** The morphological analyses of the *ssh1* mutant (control; **[A]**), the GC-*SNB* transgenic plants **(B)**, the OE-*SNB* transgenic plants **(C)**, the wild type (control; **[D]**), and the RNAi-*SNB* transgenic plants **(E)**. **(A1)**, **(B1)**, **(C1)**, **(D1)**, and **(E1)** show the seed shattering phenotypes on the main panicle. **(A2)**, **(B2)**, **(C2)**, **(D2)**, and **(E2)** show the spikelets. The white boxes indicating the junction between the seed and the pedicel are magnified in **(A3)**, **(B3)**, **(C3)**, **(D3)**, and **(E3)**, respectively, in which arrows indicate the position of the AZ. **(A4)**, **(B4)**, **(C4)**, **(D4)**, and **(E4)** show fluorescence images of longitudinal sections across the flower and pedicel junction. The white boxes are magnified in **(A5)**, **(B5)**, **(C5)**, **(D5)**, and **(E5)**, respectively, and the arrows point to the AZ or corresponding regions. **(A6)**, **(B6)**, **(C6)**, **(D6)**, and **(E6)** are SEM photographs of the seed base. The red circles indicate the vascular bundles. **(A7)**, **(B7)**, **(C7)**, **(D7)**, and **(E7)** are magnifications of the white boxes in **(A6)**, **(B6)**, **(C6)**, **(D6)**, and **(E6)**, respectively. Bars = 50 μm in panels **(5)** and **(7)**, 100 μm in panels **(4)** and **(6)**, 1 mm in panels **(2)** and **(3)**, and 10 cm in panel **(1)**. **(F)** Comparison of seed shattering ratios. Values are means ± sd (*n* = 10 main panicles). **(G)** Comparison of the area ratios of vascular bundle to the AZ of the seed bases. Values are means ± sd (*n* = 10 grains). In **(F)** and **(G)**, two-tailed Student’s *t* tests were used to compare the transgenic lines and the corresponding controls (**, P < 0.01; Supplemental File 2).

### *SNB*/*SSH1* Encodes a Transcription Factor with Two AP2 Domains

The full-length cDNA of *SNB*/*SSH1* is 1909 bp and is divided into 10 exons interspersed with 9 introns (Supplemental Figure 3). The open reading frame of *SNB* is 1311 bp and encodes a protein of 436 amino acid residues, forming two plant-specific AP2 domains between residues 121 and 184 and residues 213 and 277, respectively (Supplemental Figure 4). Transient expression experiments indicated that the SNB-green fluorescent protein (GFP) fusion protein was specifically localized to the nucleus in rice protoplasts (Figure 4A). A transcriptional activation assay showed that the SNB and DNA binding domain (BD) fusion protein in yeast activated the expression of the reporter genes, implying that SNB has strong transcriptional activity and is a transcription factor. A truncation analysis revealed that residues 278 to 324 of SNB are required for its transcriptional activity (Figure 4B). A phylogenetic analysis showed that SNB is a rice ortholog of SID1 (SISTER OF INDETERMINATE SPIKELET1) in maize (*Zea mays*; Chuck et al., 2008) and has high amino acid similarity to rice OsIDS1 (Lee et al., 2007), maize IDS1 (INDETERMINATE SPIKELET1; Chuck et al., 1998), and wheat Q (Supplemental Figure 4; Supplemental File 1; Faris et al., 2003), indicating that the AP2 transcription factors have conserved functions in regulating the development of the AZ and inflorescences in cereal crops.

**Figure 4.**
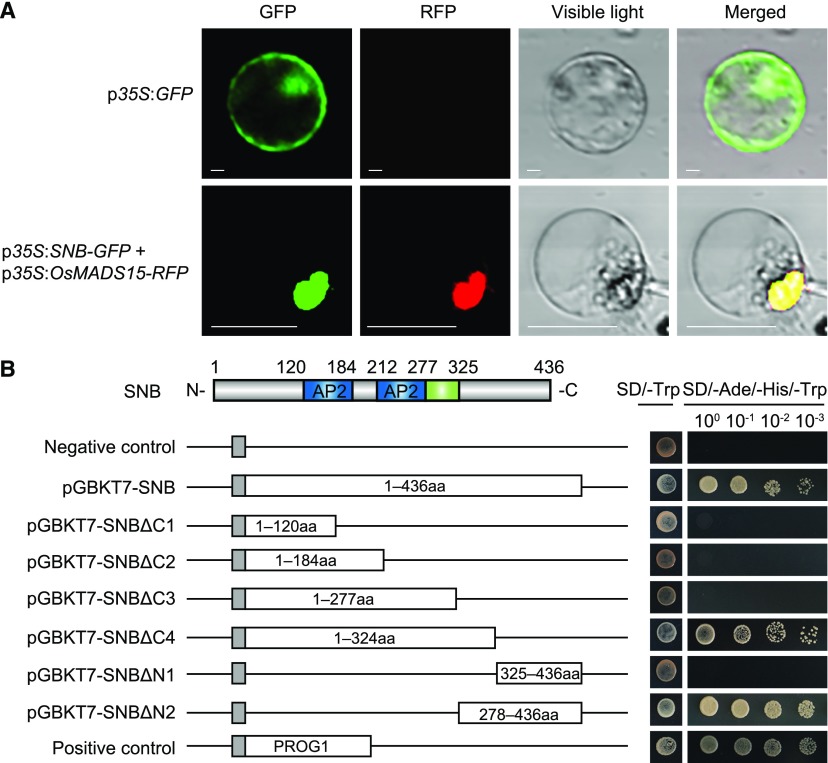
Subcellular Localization and Transcription Activity of SNB. **(A)** Subcellular localization of the SNB-GFP fusion protein in a rice protoplast. The OsMADS15-RFP fusion protein was used as a nuclear localization marker, and the GFP protein alone was used as the control. Bars = 20 μm. **(B)** Transcription activity assay of full-length or truncated SNB in yeast. pGBKT7-SNB, pGBKT7-SNBΔC (1–4), and pGBKT7-SNBΔN (1 and 2) had the GAL4 BD (gray) in the pGBKT7 vector fused with sequences encoding full-length, N-terminal, or C-terminal SNB, respectively. pGBKT7 was used as the negative control, and the transcription factor PROSTRATE GROWTH1 was fused with the GAL4 BD as the positive control. The numbers in the boxes indicate the SNB amino acid residues used for construction.

### Posttranscriptional Regulation of *SNB*

The mutant gene *ssh1* identified in this study is a novel allele of *SNB*. Compared with the knockout *snb* mutant (Lee et al., 2007), *ssh1* had a weaker pleiotropic phenotype for both inflorescence and spikelet development, including forming fewer rudimentary glumes (2.9% in *ssh1*, 31.3% in *snb*), aberrant lemma/palea-like structures (8.7% in *ssh1*, 35.6% in *snb*), and ectopic lodicules (2.3% in *ssh1*, 14.3% in *snb*; Table 1; Supplemental Figure 5). We therefore speculated that the C-to-A point mutation (SNV6) in the ninth intron of *SNB* in the *ssh1* mutant might alter its transcription level or messenger RNA (mRNA) splicing rather than cause a complete loss of function, which is consistent with the weaker phenotype of *ssh1* than the loss-of-function *snb* mutant.

**Table 1.** Comparison of Floral Organ Numbers in the Wild Type and the *ssh1* Mutant.

No. of Organs	Glume		Palea and Lemma		Lodicule		Stamen		Carpel		Stigma	
	Wild Type	*ssh1*	Wild Type	*ssh1*	Wild Type	*ssh1*	Wild Type	*ssh1*	Wild Type	*ssh1*	Wild Type	*ssh1*
0	–	–	–	–	–	12	–	13	–	13	–	13
1	–	–	–	6	–	–	–	1	516	495	–	–
2	–	–	516	471	516	492	–	5	–	8	516	494
3	–	–	–	30	–	6	–	3	–	–	–	1
4	516	502	–	8	–	3	–	6	–	–	–	7
5	–	11	–	–	–	1	–	6	–	–	–	–
6	–	1	–	1	–	–	516	480	–	–	–	1
7	–	1	–	–	–	1	–	–	–	–	–	–
8	–	1	–	–	–	1	–	2	–	–	–	–

A total of 516 spikelets each were investigated in the wild type and the *ssh1* mutant. The dashes indicate no spikelets showing the corresponding phenotype.

Like other *AP2*-like genes, previous studies revealed that the transcript levels of *SNB* are negatively regulated by a microRNA; microRNA172 (miR172) recognizes the *SNB* mRNA sequence at 1196 to 1216 bp (Lee et al., 2007; Zhu et al., 2009; Lee and An, 2012; Wang et al., 2015). To distinguish the effects of the SNP SNV6 and miR172 on *SNB* expression, we performed an reverse transcription quantitative PCR (RT-qPCR analysis to detect the expression levels of *SNB* using three primer sets (P1, P2, and P3; locations shown in Figure 5A). RT-qPCR analysis using primer set P1 (spanning the fourth intron) showed that the expression of *SNB* was similar between the *ssh1* mutant and the wild-type plants (Figure 5B). This indicates that the SNP in the *ssh1* mutant did not affect the transcription of this gene. In addition, among the organs investigated, *SNB* expression was highest in the AZ (the junctions between the seed and the pedicel) at 2 d before pollination, which is consistent with its function in regulating AZ development.

**Figure 5.**
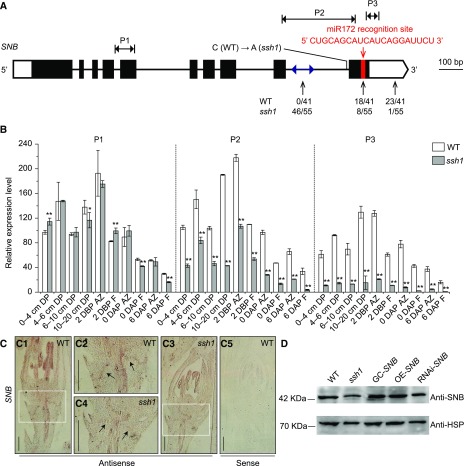
The Point Mutation SNV6 Alters the mRNA Splicing of *SNB*. **(A)** The posttranscriptional regulation of *SNB* caused by the SNP SNV6 and miR172. The 3′ end of *SNB*/*ssh1* was determined by cloning and sequencing the amplicons generated using RACE. The blue double-sided arrow in the 9th intron represents the randomly distributed region of the 3′ ends of *SNB* transcripts detected in the *ssh1* mutant. The red bar in the 10th exon indicates the miR172 target site. The black vertical arrows indicate the inferred 3′ ends of the *SNB*/*ssh1* mRNAs detected in the wild type and the *ssh1* mutant. The numbers below each arrow indicate the proportion of clones that possess these sites. The regions were targeted using RT-qPCR with three primer sets, P1, P2, and P3, indicated by the black double-sided arrows. **(B)** Comparison of *SNB* expression in various tissues of the wild type and the *ssh1* mutant using RT-qPCR with three primer sets, P1, P2, and P3 (*n* = 3 pooled tissues, five plants per pool). DP, developing panicles; F, florets; DBP, day before pollination; DAP, day after pollination. The rice housekeeping gene *UBIQUITIN* was used as an internal control to normalize gene expression data. Values are means ± sd. Two-tailed Student’s *t* tests were used to compare the wild type and the *ssh1* mutant (*, P < 0.05 and **, P < 0.01; Supplemental File 2). **(C)** mRNA in situ hybridization of *SNB* at spikelet developmental stage Sp8. **(C1)** and **(C3)** show that stronger *SNB* expression is maintained in the spikelet of the wild type than the *ssh1* mutant. **(C2)** and **(C4)** are magnifications of the white boxes in **(C1)** and **(C3)**, respectively, in which arrows indicate the abscission layer. **(C5)** shows a negative control using the sense probe. Bars = 200 μm. **(D)** Immunoblot analysis of SNB in the wild type, the *ssh1* mutant, GC-*SNB*, OE-*SNB*, and RNAi-*SNB*. The rice housekeeping protein HSP served as the loading control.

RT-qPCR analysis using primer set P2 (spanning the 9th intron) indicated significantly lower levels of *SNB* transcripts in the *ssh1* mutant than in the wild type, indicating that the SNP SNV6 might alter mRNA splicing (Figure 5B). Additionally, the expression levels of *SNB* detected using primer set P3 (across the target site of miR172) were lower than those detected using P2 in both the *ssh1* mutant and the wild type, implying that miR172 negatively regulates the expression of *SNB* by facilitating mRNA cleavage (Figure 5B). A further rapid amplification of cDNA ends (RACE) experiment was performed to investigate the 3′ ends of the *SNB* transcripts in both the *ssh1* mutant and the wild type. Sequencing the clones of the RACE amplicons revealed that, in the wild type, 56.1% (23/41) and 43.9% (18/41) of the 3′ ends of the *SNB* transcripts were located in the 3′-untranslated region (UTR) and the miR172 target site, respectively (Figure 5A; Supplemental Figure 6), while in the *ssh1* mutant, only 1.8% (1/55) and 14.5% (8/55) were located at the 3′-UTR and the miR172 target site, respectively, with the remaining (83.6%) distributed randomly throughout the 9th intron. These results indicate that the SNP SNV6, which is close to the 3′ acceptor site between the 9th intron and the 10th exon, caused aberrant splicing of the 9th intron in the *ssh1* mutant (Figure 5A; Supplemental Figure 6).

An in situ hybridization analysis using an antisense probe designed to target the 3′-subterminal region of *SNB* was used to compare the transcript levels of *SNB* in the *ssh1* mutant and the wild-type plants. We found that *SNB* was expressed in both the anthers and the AZ in the *ssh1* mutant, but to a lesser extent than in the wild type (Figure 5C). Additionally, immunoblot analysis showed that the *ssh1* mutant produced less SNB protein than the wild type, consistent with the decrease in the abundance of full-length *SNB* transcript (Figure 5D). Taken together, the SNP SNV6 reduces the number of entire *SNB* transcripts in *ssh1* by altering its mRNA splicing, leading to a decrease in seed shattering.

### *SNB* Positively Regulates the Expression of Two Rice *RPL* Orthologs, *qSH1* and *SH5*

To elucidate the regulatory pathway involving *SNB*, we compared the expression of the five known rice genes related to seed shattering in the *ssh1* mutant (Supplemental Figure 7). Compared with the wild type, the two rice orthologs of *RPL*, *qSH1* and *SH5*, were dramatically downregulated in the young panicles (0–4 cm, the stage of abscission layer formation) of the *ssh1* mutant (Figure 6A). We further investigated the expression levels of *qSH1* and *SH5* in the GC-*SNB* and the RNAi-*SNB* lines. Consistent with the changes in *qSH1* and *SH5* expression between *ssh1* and the wild type, both *qSH1* and *SH5* were significantly upregulated and downregulated in the GC-*SNB* and RNAi-*SNB* lines, respectively, compared with their controls (Figures 6B and 6C). In addition, an mRNA in situ hybridization demonstrated that the transcripts of both *qSH1* and *SH5* were reduced in the AZ of the *ssh1* mutant compared with the wild type (Figures 6D and 6E). These results indicated that *SNB* positively regulates the expression of *qSH1* and *SH5*.

**Figure 6.**
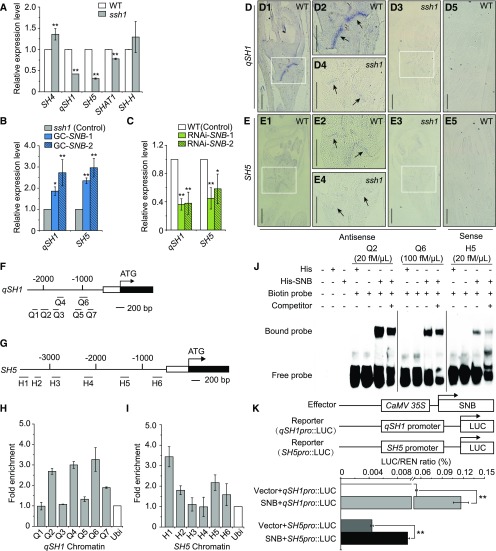
*SNB* Positively Regulates the Expression of *qSH1* and *SH5*. **(A)** Comparison of the expression levels of five rice seed shattering genes in 0- to 4-cm young panicles of the wild type and the *ssh1* mutant. The rice housekeeping gene *UBIQUITIN* was used as an internal control to normalize gene expression data. Values are means ± sd (*n* = 3 pooled tissues, five plants per pool). Two-tailed Student’s *t* tests were used to compare the wild type and the *ssh1* mutant (**, P < 0.01). **(B)** Comparison of expression levels of *qSH1* and *SH5* in the young panicles (0–4 cm) of the GC-*SNB* lines and the *ssh1* mutant (control). **(C)** Comparison of the expression levels of *qSH1* and *SH5* in the young panicles (0–4 cm) of the RNAi-*SNB* plants and the wild type (control). In **(B)** and **(C)**, the rice housekeeping gene *UBIQUITIN* was used as an internal control to normalize gene expression data. Values are means ± sd (*n* = 3 pooled tissues, five plants per pool). Two-tailed Student’s *t* tests were used to compare the transgenic lines and the corresponding controls (*, P < 0.05 and **, P < 0.01; Supplemental File 2). **(D)** and **(E)** Stronger mRNA hybridization signals of *qSH1* **(D)** and *SH5* **(E)** are detected in the AZ of the wild type than the *ssh1* mutant. **(D2)**, **(D4)**, **(E2)**, and **(E4)** are magnifications of the white boxes in **(D1)**, **(D3)**, **(E1)**, and **(E3)**, respectively, and the arrows indicate the abscission layer. **(D5)** and **(E5)** show the hybridization signal using the sense probes as a negative control. Bars = 200 μm. **(F)** to **(I)** ChIP-qPCR assays of *qSH1* and *SH5* using ChIP-DNA complexes isolated from 0- to 4-cm young panicles of the SNB-GFP transgenic plants. **(F)** and **(G)** show the genomic structures of *qSH1* and *SH5*, respectively. The numbers (Q1 to Q7 and H1 to H6) indicate the tested regions. **(H)** and **(I)** show the enrichment of SNB on the *qSH1* and *SH5* chromatin, indicated as the fold change in the immunoprecipitation sample over the control containing no antibodies. Values are means ± sd (*n* = 3 pooled tissues, 10 plants per pool). **(J)** EMSA revealed that the His-SNB recombinant protein was able to bind to both the Q2 and Q6 fragments of the *qSH1* promoter and the H5 fragment of the *SH5* promoter. **(K)** Dual luciferase reporter assays in rice protoplasts showed that the SNB protein promoted the expression of the *LUC* gene through binding to the *qSH1* and *SH5* promoters. Vector represents the pGreenII 62-SK empty vector, and REN represents the *Renilla luciferase* gene. Values are means ± sd (*n* = 3 biological replicates). Difference significance analysis was conducted with two-tailed Student’s *t* tests (**, P < 0.01; Supplemental File 2).

To examine whether *SNB* affects the development of the abscission layer by directly regulating *qSH1* and *SH5* in vivo, we first generated a construct containing an *SNB-GFP* fusion gene under the control of the *Cauliflower mosaic virus* (*CaMV*) *35S* promoter and introduced it into the *ssh1* mutant. The transgenic plants constitutively expressing the *SNB*-*GFP* fusion gene (termed SNB-GFP) had wild-type levels of seed shattering, implying that the SNB-GFP fusion protein had a similar function to SNB (Supplemental Figure 8). Furthermore, we performed a chromatin immunoprecipitation qPCR (ChIP-qPCR) assay using 0- to 4-cm young panicles from the SNB-GFP transgenic plants. Our data showed that the DNA fragments were more than 3-fold enriched at the promoter (Q2, Q4, and Q6) of the *qSH1* gene and the promoter (H1) of the *SH5* gene (Figures 6F to 6I). We subsequently performed an electrophoretic mobility shift assay (EMSA) using the His-SNB recombinant protein to determine whether the promoters of *qSH1* and *SH5* were bound by SNB in vitro. The probes were synthesized based on the nucleotide sequences of the DNA fragments (Q1 through Q7 and H1 through H6) and labeled with biotin at the 3ʹ end, while the unlabeled probes were used as competitors. The EMSA revealed that the His-SNB recombinant protein was able to bind to both the Q2 and Q6 fragments of the *qSH1* promoter and the H5 fragment of the *SH5* promoter (Figure 6J; Supplemental Figure 9). Additionally, dual luciferase reporter assays in rice protoplasts showed that *SNB* can promote the expression of the *LUC* gene through binding to both the *qSH1* and *SH5* promoters (Figure 6K). These results suggest that *SNB* controls the development of the AZ by directly regulating the expression of two rice *RPL* orthologs, *qSH1* and *SH5*.

To investigate the AZ developmental effects of the regulatory pathway involving *SNB*/*SSH1* and *qSH1*, we further developed four near-isogenic lines (NILs) in the genetic background of the *indica* variety Teqing with the inactive *SH4* gene: NIL-*qSH1*-*SSH1*, NIL-*qSH1*-*ssh1*, NIL-*qsh1*-*SSH1*, and NIL-*qsh1*-*ssh1* (Supplemental Figure 10). Longitudinal sections of the spikelets at anthesis were observed using confocal microscopy, which revealed that, in NIL-*qSH1*-*SSH1*, the AZ cells were formed in the basal area near the sterile lemmas, but the abscission layer was discontinuous (Figure 7A). In NIL-*qSH1*-*ssh1*, the formation of the AZ cells was repressed on one side, indicating defective AZ development (Figure 7B). The AZ cells of NIL-*qsh1*-*SSH1* were visible but their development was incomplete (Figure 7C). In NIL-*qsh1*-*ssh1*, the abscission layer was completely absent, the surfaces of the seed base were broken and rough, and the pedicel BTS was the strongest among the four NILs (Figures 7D and 7E), indicating that the mutation of *SNB* in NIL-*qsh1*-*ssh1* might cause a lower level of *qSH1* expression than was present in NIL-*qsh1*-*SSH1*, completely suppressing the development of the AZ.

**Figure 7.**
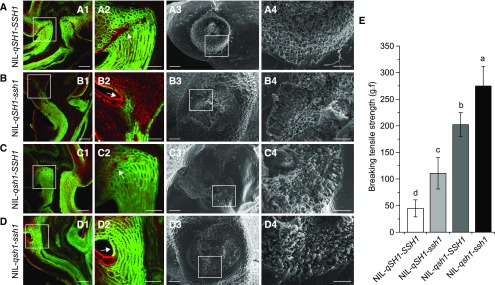
Characterization of Floral AZ Morphology in the Four NILs of *qSH1* and *SNB*. **(A)** to **(D)** Morphological analyses of NIL*-qSH1-SSH1* **(A)**, NIL*-qSH1-ssh1* **(B)**, NIL*-qsh1-SSH1* **(C)**, and NIL*-qsh1-ssh1* **(D)**. **(A1)**, **(B1)**, **(C1)**, and **(D1)** show fluorescence images of longitudinal sections across the flower and pedicel junction. **(A2)**, **(B2)**, **(C2)**, and **(D2)** are magnifications of the white boxes in **(A1)**, **(B1)**, **(C1)**, and **(D1)**, respectively, and the arrows point to the AZ or the corresponding region. **(A3)**, **(B3)**, **(C3)**, and **(D3)** show SEM images of the seed base. The white boxes in these images are magnified in **(A4)**, **(B4)**, **(C4)**, and **(D4)**, respectively. Bars = 50 μm in panels **(2)** and **(4)** and 100 μm in panels **(1)** and **(3)**. **(E)** Comparison of BTS in the four NILs at 35 d after pollination. Values are means ± sd (*n* = 50 grains). The g.f is the gravitational unit of force. Different letters denote significant differences (P < 0.01) determined using Tukey’s honestly significant difference analysis (Supplemental File 2).

### *SNB* Affects Lignin Deposition in the AZ

To analyze the molecular functions of *SNB*, we performed RNA-seq experiments using 0- to 4-cm young panicles from the wild type and the *ssh1* mutant. 

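The replicates of the wild type were closer to each other than those of *ssh1*. Across the tested genes, Pearson's correlation of log2(FPKM + 1) was 0.977 to 0.981 between replicates of the wild type, 0.948 to 0.959 between replicates of *ssh1*, and 0.834 to 0.898 between the genotypes. Genes are not independent replicates, so these values describe the libraries only. The median SD over the genes was 0.104 on the log2 scale in the wild type and 0.16 in *ssh1*, and the SD was larger in *ssh1* for 69.3% of the genes. The first principal component held 73.3% of the variance and parted the genotypes, with *ssh1* replicate 3 (40.9) nearer to the wild type than *ssh1* replicate 1 (69.6) or replicate 2 (67.9). The second, with 12% of the variance, parted *ssh1* replicate 1 (-36.8) from *ssh1* replicate 2 (45.7). The wild-type replicates lay between -3.05 and 2.55 on it.

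**Figure D2:**
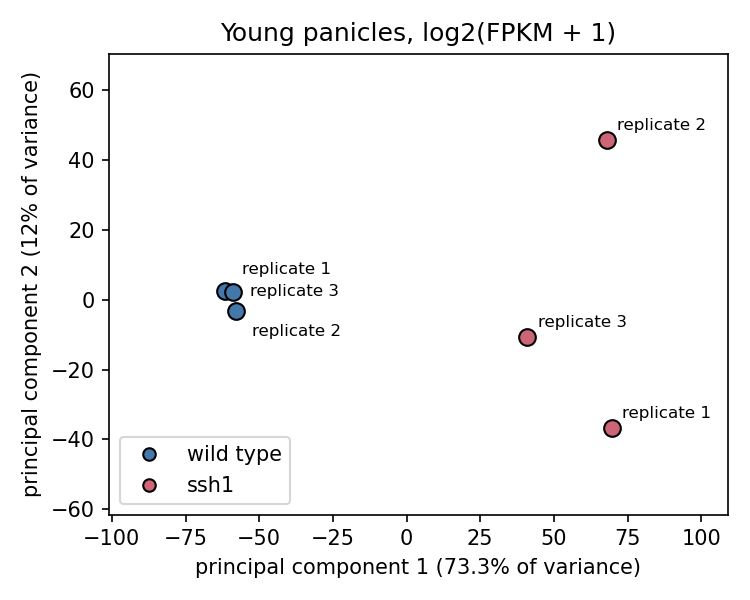
Scores of the 6 samples on the first 2 principal components of log2(FPKM + 1). Each point is a replicate, in blue for the wild type and in red for *ssh1*. The first component (horizontal axis, 73.3% of the variance) separates the genotypes and the second (vertical axis, 12% of the variance) spreads the *ssh1* replicates.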

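At a fold change of at least 2 and an adjusted p below 0.001 from limma, 947 of the tested genes differed between *ssh1* and the wild type, of which 591 were upregulated and 356 downregulated in *ssh1*. In all 947 genes the replicates of *ssh1* lay on one side of those of the wild type. The upregulated genes had a median log2 fold change of 2.11 and the downregulated genes of -1.50, and 170 genes rose by more than 3 on the log2 scale whereas 9 fell by more than 3. Over the settings that were varied, the count ranged from 0 genes, with the replicate number as a block, to 3593 genes, by the fold change of the group means without a test. With the block, which leaves 2 residual degrees of freedom in place of 4, the smallest adjusted p of any gene was 0.00201 in limma. Accordingly 0 genes passed the same thresholds, although 2541 genes then had an unadjusted p below 0.05 with the same fold change, against 2545 without the block. At an adjusted p below 0.01, a limit chosen after seeing the data for this fit, 1168 genes passed with the block. The largest rises among the genes past the thresholds were those of LOC_Os03g18490 and LOC_Os03g51350. LOC_Os03g18490 rose from 1.55 ± 0.480 FPKM (SD, n = 3) to 401 ± 118 FPKM (SD, n = 3), a log2 fold change of 7.28 (standard error 0.24, adjusted p = 3.55e-05 from limma). LOC_Os03g51350 rose from 0.0867 ± 0.00549 FPKM (SD, n = 3) to 153 ± 46.9 FPKM (SD, n = 3), a log2 fold change of 7.10 (standard error 0.21, adjusted p = 3.08e-05 from limma). The largest falls were those of LOC_Os12g38720, from 68.6 ± 17.2 to 1.32 ± 0.774 FPKM (SD, n = 3 each), and LOC_Os12g18230, from 21.8 ± 1.81 FPKM (SD, n = 3) to values listed at 0 in all 3 *ssh1* replicates. Their log2 fold changes were -4.94 and -4.51. These 4 genes kept their direction when any replicate was left out. That outcome was fixed by their choice among genes whose *ssh1* replicates all lay on one side of the wild type. The locus IDs are not paired with gene names here.

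**Figure D3:**
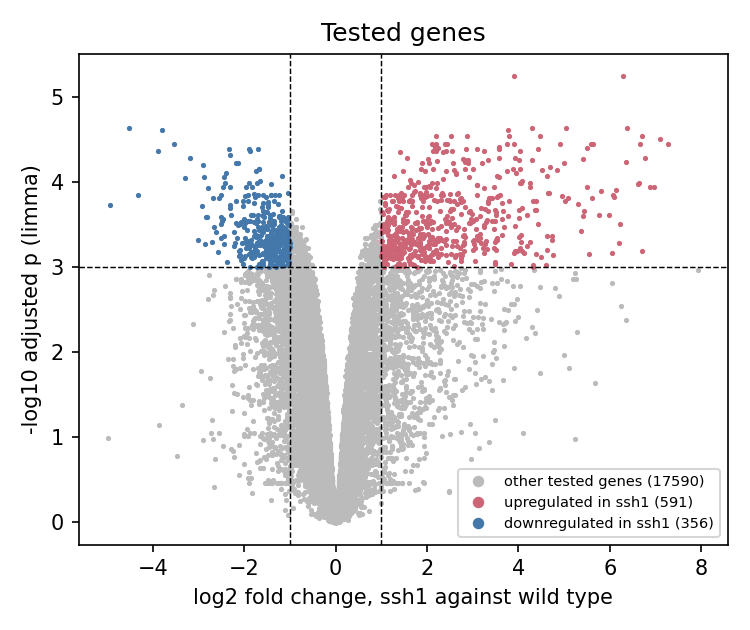
Each point is 1 of the 18537 tested genes. The horizontal axis gives the log2 fold change of *ssh1* against the wild type and the vertical axis the negative log10 of the adjusted p from limma, and dashed lines mark the thresholds. The 591 upregulated genes are red and the 356 downregulated genes blue, and the upregulated genes reach further from 0.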

We identified a total of 2402 differentially expressed genes (DEGs), including 1548 upregulated and 854 downregulated DEGs (fold change ≥ 2, FDR < 0.001; Supplemental Data Set 1). Further Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed that these DEGs were enriched in multiple biological processes, including the regulation of metabolic processes, regulation of gene expression, transcription regulator activity, plant hormone signal transduction, and phenylpropanoid biosynthesis (Figure 8A), suggesting that *SNB* is involved in a complex network regulating rice inflorescence development.

**Figure 8.**
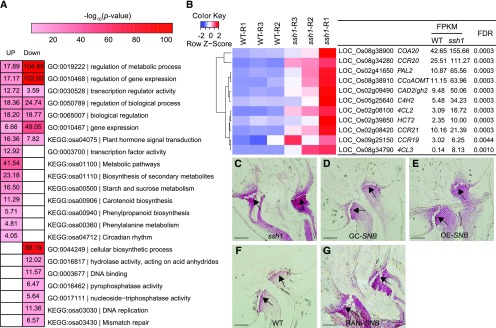
*SNB* Negatively Regulates Lignin Biosynthesis and Metabolism. **(A)** GO and KEGG analysis of 1403 upregulated and 999 downregulated genes in the young panicles (0–4 cm) of the wild type and the *ssh1* mutant. **(B)** Hierarchical clustering of 11 DEGs involved in lignin biosynthesis. The average fragments per kilobase of exon per million mapped reads (FPKM) value of all three biological replicates is shown. **(C)** to **(G)** Comparison of lignin deposition in the pedicel junction at spikelet developmental stage Sp8, revealed using phloroglucinol staining. The arrows indicate the AZ. Bars = 100 μm.

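The averages of the 11 lignin biosynthesis genes differ in how well the replicates of *ssh1* bear them out. In the wild type, the SD of the 3 replicates was 1.92% to 35.9% of the mean FPKM, and in *ssh1* it was 14.3% to 102%. *C4H2* (LOC_Os05g25640) had the widest spread, with 62.2, 18.0, and 6.58 FPKM in *ssh1* replicates 1, 2, and 3 against 5.13 ± 1.26 FPKM (SD, n = 3) in the wild type, and *HCT2* (LOC_Os02g39850) followed with 18.1, 4.43, and 2.85 FPKM against 2.20 ± 0.746 FPKM (SD, n = 3). The replicates of *CCR20* (LOC_Os08g34280) were the closest, at 109, 88.3, and 83.9 FPKM. Replicate 1 was the highest of the 3 *ssh1* replicates in 10 of the 11 genes, and replicate 3 the lowest in 10, *CCR19* (LOC_Os09g25150) being the exception in both. In 9 of the 11 genes all replicates of *ssh1* were above all replicates of the wild type, and the exceptions were *HCT2* and *CCR19*.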

Previous studies have shown that lignin content is an important determinant of seed shattering in rice and fruit dehiscence in Arabidopsis (Mele et al., 2003; Yoon et al., 2014, 2017; Lee et al., 2018). Notably, *SH5* was previously found to negatively regulate the expression of *CINNAMYL ALCOHOL DEHYDROGENASE*, an important gene for lignin biosynthesis, by directly binding to its promoter, thus affecting seed shattering in rice (Yoon et al., 2014). 

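All 11 lignin biosynthesis genes had a higher mean in *ssh1* than in the wild type, and the ratio of the group mean FPKM was at least 2 in 9 of them, from 1.87 in *CCR19* to 54.6 in *4CL3* (LOC_Os08g34790). In limma, 2 of the 11 passed both thresholds. *CCR20* rose from 23.9 ± 1.74 to 93.7 ± 13.4 FPKM (SD, n = 3 each), a log2 fold change of 1.92 (standard error 0.12, adjusted p = 0.000167 from limma). *4CL2* (LOC_Os02g08100) rose from 2.90 ± 0.430 to 14.1 ± 3.45 FPKM (SD, n = 3 each), a log2 fold change of 1.93 (standard error 0.18, adjusted p = 0.00065 from limma). *CAD2/gh2* (LOC_Os02g09490), the *CINNAMYL ALCOHOL DEHYDROGENASE* gene of Figure 8B, had 8.88 ± 1.12 FPKM (SD, n = 3) in the wild type and 42.3 ± 20.5 FPKM (SD, n = 3) in *ssh1*, a log2 fold change of 2.04 (standard error 0.31, adjusted p = 0.00342 from limma). The log2 fold changes of *PAL2* (LOC_Os02g41650), *CCoAOMT* (LOC_Os08g38910), and *4CL3* were 2.19, 2.18, and 2.75, with adjusted p-values from limma of 0.0057, 0.00512, and 0.00257. The log2 fold change of *CCR21* (LOC_Os02g08420) was 0.83 (adjusted p = 0.00806 from limma) and that of *CCR19* 0.73 (adjusted p = 0.0481 from limma), while *COA20* (LOC_Os08g38900) had a ratio of group means of 3.28 (adjusted p = 0.0339 from limma). *C4H2* (log2 fold change 1.79, adjusted p = 0.0896 from limma) and *HCT2* (1.23, adjusted p = 0.136 from limma) did not reach an adjusted p below 0.05. Taken as a set, the mean of log2(FPKM + 1) over the 11 genes was 2.90 ± 0.14 (SD, n = 3) in the wild type and 4.64 ± 0.65 (SD, n = 3) in *ssh1*, a difference of 1.74 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). With a replicate left out in turn, the difference was between 1.39 and 2.04. With the replicate number as a block, where no gene at all reached the adjusted p threshold, 0 of the 11 genes passed, and 7 had an unadjusted p below 0.05 with a fold change of at least 2. The paper sets these genes beside the earlier report that *SH5* represses *CINNAMYL ALCOHOL DEHYDROGENASE* and beside the role of lignin content in seed shattering. It also reports phloroglucinol staining, with less lignin in the AZ of the wild type than of *ssh1*. The FPKM values do not bear on that staining.

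**Figure D4:**
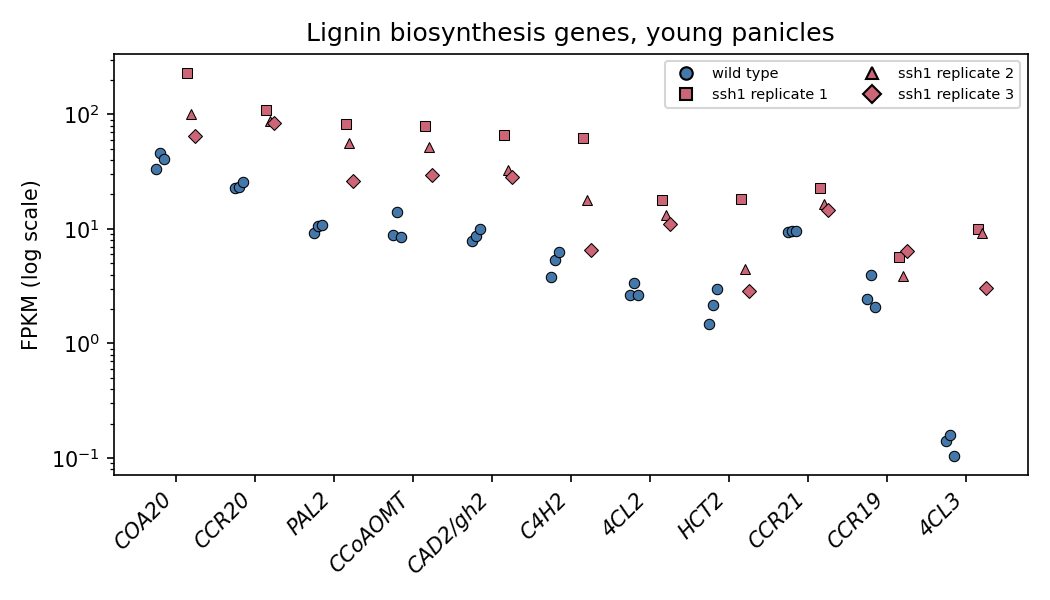
FPKM (vertical axis, log scale) of the 11 lignin biosynthesis genes in each replicate of the wild type (blue circles) and of *ssh1* (red; squares, triangles, and diamonds for replicates 1, 2, and 3). Replicate 1 is the highest *ssh1* value in 10 of the 11 genes.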

Eleven genes involved in lignin biosynthesis, including *CINNAMYL ALCOHOL DEHYDROGENASE*, were upregulated in the young panicles of the *ssh1* mutant (Figure 8B).

To determine whether *SNB* suppresses lignin deposition in the AZ, we detected the AZ lignin contents of the wild type, the *ssh1* mutant, and the transgenic plants at spikelet developmental stage Sp8 using phloroglucinol staining. Lignin deposition was lower in the wild-type, GC-*SNB*, and OE-*SNB* plants than in the *ssh1* mutant and RNAi-*SNB* plants (Figures 8C to 8G). Thus, *SNB* positively regulates the expression of *SH5* and *qSH1*, suppressing lignin deposition in the AZ and thereby modulating seed shattering in rice.

### The *ssh1* Mutant Has Larger Seeds and a Higher Grain Yield Than the Wild Type

In addition to the decreased shattering observed in the *ssh1* mutant, these plants were also found to have increased seed lengths (+7.0%) and 1000-grain weights (+6.1%) compared with the wild-type plants (Figures 9A to 9C). To determine whether the mutated *SNB* gene positively modulated seed length, we investigated the seed size and grain weights of the transgenic plants. We found that, compared with the controls, the GC-*SNB* and OE-*SNB* lines had shorter seed lengths and lower 1000-grain weights, while downregulating the expression of *SNB* (RNAi-*SNB*) resulted in longer seeds and dramatically increased 1000-grain weights (Figures 9A to 9C). Further histological examination using SEM revealed that both the mutation and the downregulation of *SNB* significantly increased the longitudinal lengths of outer epidermis cells in the lemma. By contrast, the overexpression of *SNB* decreased the cell lengths of these tissues (Figures 9D to 9N). The numbers of outer epidermis cells in the lemma showed no significant increase in the *ssh1* mutant relative to the wild type (Figure 9O), indicating that *SNB* regulates the seed size mainly by modulating the longitudinal cell lengths. In addition, an evaluation of other yield-related traits showed that, although the *ssh1* mutant had fewer primary branches and a lower seed set ratio, *ssh1* had an increased number of secondary branches, resulting in a significant increase in overall grain yield (Supplemental Figure 11).

**Figure 9.**
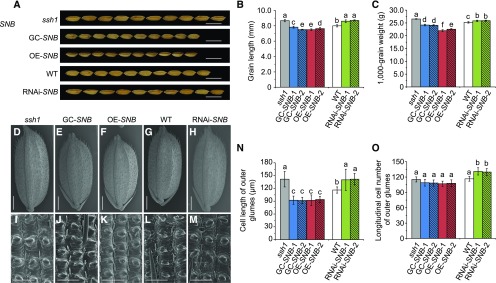
The *ssh1* Mutation Positively Regulates Seed Size and Grain Weight. **(A)** Comparison of seed size between the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, RNAi-*SNB* transgenic plants. Bars = 1 cm. **(B)** Grain length of the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* transgenic plants. Values are means ± sd (*n* = 30 grains). **(C)** The 1000-grain weight of the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* transgenic plants. Values are means ± sd (*n* = 10 plants). **(D)** to **(H)** SEM images of grains from the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* transgenic plants. Bars = 1 mm. **(I)** to **(M)** SEM images of the lemma outer epidermis cells from the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* transgenic plants. Bars = 100 μm. **(N)** and **(O)** Comparison of the longitudinal cell lengths and cell numbers of the outer glumes in the wild type, the *ssh1* mutant, and the GC-*SNB*, OE-*SNB*, and RNAi-*SNB* transgenic plants. Values are means ± sd (*n* = 10 grains). In **(B)**, **(C)**, **(N)**, and **(O)**, different letters denote significant differences (P < 0.01) determined using Tukey’s honestly significant difference analysis (Supplemental File 2).

To investigate whether the introgression of the EMS-generated *ssh1* allele into the current cultivars would have a positive effect on grain weight, we introduced the *ssh1* allele into a nonshattering *indica* variety, 93-11, by backcrossing it with the *ssh1* mutant. We then selected 10 plants homozygous for the *SSH1* allele and 10 plants homozygous for the *ssh1* allele from the BC_1_F_2_ population and measured their seed lengths and weights. The 93-11*^ssh1^* plants had increased seed lengths (+9.5%) and 1000-grain weights (+7.7%) compared with the 93-11*^SSH1^* plants (Supplemental Figure 12), suggesting the *ssh1* allele as a possible target for efforts to enhance grain yields.

### Nucleotide Diversity and Selection Signature in *SNB*

To investigate the nucleotide diversity of *SNB*/*SSH1* in wild and cultivated rice, we sequenced a 6655-bp genomic fragment covering the entire *SNB* gene (3688 bp), a 2012-bp 5′-flanking region, and a 955-bp 3′-flanking region, from 46 accessions of *O. rufipogon* (the wild ancestor of Asian cultivated rice) and 86 Asian rice cultivars (48 *indica* and 38 *japonica* cultivars collected from 16 countries). Nucleotide alignment showed that the wild and cultivated rice had identical sequences at both the miR172 target site and the SNV6 SNP identified in this study (Figures 10A and 10B). We also recovered the reads that mapped to the miR172 target site and the 21 bp flanking the SNP SNV6 from publicly available genome resequencing data of 446 accessions of the wild rice species *O. rufipogon* and 1083 cultivated *indica* and *japonica* varieties (Huang et al., 2012). The sequence alignment of these reads showed that both the cultivated and wild rice genomes had highly conserved sequences at these two sites (Supplemental Figures 13A and 13B), which was consistent with the results generated using Sanger sequencing. However, the nucleotide diversity at the 5′-flanking region of *SNB* was strongly reduced in cultivated rice compared with wild rice (Figure 10C). The percentage of nucleotide diversity at the 5′-flanking regions between *japonica* and *O. rufipogon* and between *indica* and *O. rufipogon* was 24.2 and 26.0%, respectively (Figure 10D), much lower than the average levels observed using random gene fragments across the rice genome (42% in *japonica*/*O. rufipogon* and 48% in *indica*/*O. rufipogon*, respectively; Caicedo et al., 2007), suggesting that the 5′-flanking region of *SNB* was subjected to selection during rice domestication. In addition, the fixation index (*F*_ST_), which was used to evaluate the genetic divergence between populations, was more than 0.7 at the coding, 5′-flanking, and 3′-flanking regions of *SNB* between *japonica* and *indica* (Figure 10D). We also analyzed the *F*_ST_ on chromosome 7 using the SNP data between geographically diverse cultivated rice (Huang et al., 2012). The *F*_ST_ level in *SNB*/*SSH1* was higher between the *indica* and *japonica* subspecies than it was between the temperate *japonica* and tropical *japonica* subpopulations (Supplemental Figures 13C and 13D); therefore, we propose that differences in *SNB*/*SSH1* might exist between *indica* and *japonica* subspecies.

**Figure 10.**
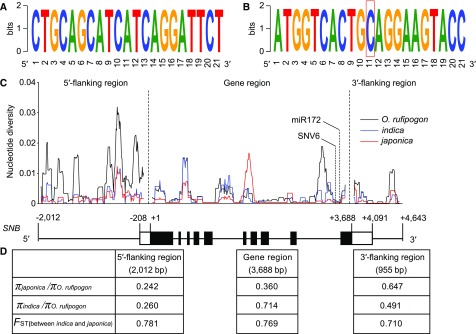
Nucleotide Diversity and *indica*-*japonica* Differentiation Analysis of *SNB* using 46 Accessions of *O. rufipogon*, 48 *indica* Varieties, and 38 *japonica* Varieties. **(A)** Conservation analysis showing that both wild and cultivated rice lines have identical sequences at the miR172 target site. **(B)** Conservation analysis of the 10-bp upstream and downstream sequences surrounding the SNP SNV6, showing that both wild and cultivated rice have a conserved C at the SNV6 site. The SNP SNV6 is boxed in red. **(C)** Sliding-window analysis of nucleotide polymorphism (*π*) in *SNB*. The values were calculated for each sliding window of 100 bp with an increment of 10 bp. Black boxes represent exons, white boxes represent UTRs, and thin black lines indicate flanking regions and introns. **(D)** The values of *π_japonica_*/*π_O. rufipogon_*, *π_indica_*/*π_O. rufipogon_*, and *F*_ST_ (between *indica* and *japonica*) were each calculated for the 5′-flanking region, gene region, and 3′-flanking region of *SNB*.

## DISCUSSION

The AP2/Ethylene Responsive Element Binding Factor gene family contains plant-specific transcription factors with one or two conserved AP2 domain(s), which are divided into two major lineages: euAP2 and AINTEGUMENTA (Riechmann and Meyerowitz, 1998; Kim et al., 2006; Zumajo-Cardona and Pabón-Mora, 2016). The *AP2*-like genes execute a series of floral development functions, including specifying the identity of the floral organs and modulating the expression of genes related to flower development (Kim et al., 2006; Ripoll et al., 2011; Samad et al., 2017). The *AP2*-like genes also play important roles in fruit dehiscence in Arabidopsis (Ripoll et al., 2011) and seed shattering in wheat and rice (Simons et al., 2006; Zhou et al., 2012; Debernardi et al., 2017). In the present study, we found that SNB, a transcription factor belonging to the euAP2 group and closely related to maize SID1, regulates seed shattering by conferring abscission layer identity, suppressing lignin deposition in AZ, and repressing vascular bundle overgrowth in rice. In addition, the *ssh1* mutant identified in this study represents a new mutant allele of the rice heterochronic gene *SNB*, which was previously reported to regulate the transition from the spikelet meristem to the floral meristem (Lee et al., 2007; Zhu et al., 2009; Lee and An, 2012). These findings support the suggestion that the AP2 transcription factors have at least partially conserved functions in regulating the development of the AZ and inflorescences in dicots and monocots.

Previous studies have shown that the Arabidopsis *AP2* gene (*At4g36920*) negatively regulates the homeobox gene *RPL*, which controls the development of the replum, a structure associated with pod dehiscence and seed dispersal (Ripoll et al., 2011). In rice, two *RPL* orthologs, *qSH1* and *SH5*, play an important role in the development of the AZ. The downregulation or dysfunction of *qSH1* and *SH5* resulted in an aberrant abscission layer and decreased seed shattering (Konishi et al., 2006; Yoon et al., 2014). SHAT1, another AP2-like transcription factor, is known to regulate the formation of the abscission layer. The expression of *SHAT1* in the AZ was positively regulated by *SH4*, while *qSH1* functions downstream of *SHAT1* and *SH4* to maintain their expression in the AZ, thus promoting AZ differentiation (Zhou et al., 2012). Despite this, our comparison of *SNB* expression in NIL-*SH4*-*SSH1* and NIL-*sh4*-*SSH1* did not indicate that *SH4* regulates the expression of *SNB* (Supplemental Figure 14). Consistent with the fact that *qSH1* functions downstream of *SHAT1*, we found that *SNB* positively regulates *qSH1* and *SH5* expression by directly binding to their promoters, thus controlling seed shattering. The NIL-*qsh1*-*ssh1* plants, harboring both the inactive variation in the *cis*-element of *qSH1* and the *ssh1* mutation, had a complete loss of the abscission layer (Figure 7D). Based on these results, we speculated that the *AP2* genes in Arabidopsis and rice might exhibit different regulatory patterns when modulating the expression of the *RPL* genes to promote organ abscission, because of the structural differences between the replum in Arabidopsis and the pedicel in rice.

In addition to controlling the development of the flower and the dehiscence zone, Arabidopsis AP2 negatively regulates the size and number of embryonic cells, thereby affecting seed size (Jofuku et al., 2005; Ohto et al., 2005). Compared with the wild type, the Arabidopsis *ap2* mutants have larger replum epidermal cells and form an enlarged replum (Ripoll et al., 2011). Consistent with this function in Arabidopsis, the mutation of *SNB* led to longer seed lengths and higher grain weights by increasing the longitudinal cell lengths of the glumes, suggesting this gene as a possible target for efforts to enhance grain yield. Similarly, the mutation of the *SHAT1* gene, encoding an AP2 transcription factor regulating seed shattering, also increased seed lengths in rice (Zhou et al., 2012). Additionally, several genes controlling seed size, including *GS2*/*OsGRF4* and *GL4*, also regulated seed shattering in rice (Sun et al., 2016; Wu et al., 2017). Notably, we found that the *ssh1* mutation also affected plant height and panicle patterning in rice, consistent with a previous report (Wang et al., 2015). Plant hormones are known to play important roles in plant height, seed size, and the separation of the AZ (Wang and Li, 2008; Estornell et al., 2013; Zuo and Li, 2014), and our genome-wide expression profile analysis showed that *SNB* might be involved in plant hormone signal transduction. The future investigation of the involvement of *SNB* in plant hormone signal transduction could therefore further elucidate its roles in seed shattering and inflorescence development.

Favorable natural variants of *AP2*-like genes were selected during the domestication of wheat and barley. The wheat domestication gene *Q* encodes an AP2 transcription factor with a high amino acid similarity (64%) to SNB. The selection of two mutations, a G-to-A mutation in exon 8 and a C-to-T change within the miR172 target site in exon 10, resulted in the transition from the elongated spikes and hulled grain in wild wheats to the subcompact spikes and free-threshing grains in domesticated wheats (Debernardi et al., 2017). In addition, natural variations at the miR172 target site of barley *AP2* were selected during its domestication and improvement, associated with the transition from noncleistogamy and subcompact spikes to cleistogamy and dense spikes (Nair et al., 2010; Houston et al., 2013). In the present study, we found that the level of sequence polymorphism at the 5′-flanking region of *SNB* was strongly reduced in both *indica* and *japonica* varieties relative to the wild progenitors, similar to domestication signatures for maize *teosinte branched1* (Wang et al., 1999), *teosinte glume architecture1* (Wang et al., 2005), and rice *GRAIN INCOMPLETE FILLING1* (Wang et al., 2008). We therefore speculated that the natural variations in *SNB*, especially the *cis*-element variations at the 5′-flanking region, might be associated with the domestication and improvement of seed shattering and yield-related traits in rice, which is valuable information for the further exploration of the underlying evolutionary mechanisms of these traits in the process of rice domestication.

The *ssh1* allele identified in this study has a positive effect on seed shattering and seed weight but a weak negative effect on primary branch number and seed set ratio. The application of *SNB* would therefore be challenging in crop breeding programs. To circumvent any undesirable pleiotropic effects and enhance crop production, one strategy would be to apply CRISPR/Cas9 genome editing to generate diverse alleles of the target genes and provide beneficial variations for crop breeding (Scheben and Edwards, 2018). Another approach would be to apply temporally and spatially specific promoters that optimize the expression of the target genes (Vanhaeren et al., 2016). Thus, identifying favorable alleles of *SNB* and optimizing *SNB* expression could facilitate the improvement of rice seed shattering and grain yields.

## METHODS

### Plant Materials

The wild rice (*Oryza rufipogon*) introgression line YIL100, which possesses a high-shattering trait, was derived from a cross between an *indica* variety (Teqing) and an *O. rufipogon* accession (YJCWR). The nonshattering *ssh1* mutant was identified from the M2 plants of an EMS-mutagenized YIL100 population. The four NILs, NIL-*qSH1*-*SSH1*, NIL-*qSH1*-*ssh1*, NIL-*qsh1*-*SSH1*, and NIL-*qsh1*-*ssh1*, were developed in the genetic background of *indica* variety Teqing through the marker assistance selection of the progenies derived from crosses between the *ssh1* mutant and a *japonica* variety (C418) with an inactive *qSH1* allele. For the nucleotide polymorphism analysis, 46 accessions of *O. rufipogon* and 86 Asian rice (*Oryza sativa*) cultivars were used (Supplemental Data Set 2). All plants were grown in the field at Sanya (18°N, 109°E), China.

### Phenotypic Evaluation

To evaluate seed shattering, the main panicles of 10 plants were bagged and isolated prior to heading and used to investigate the average ratio of shattered filled grains to the total filled grains on the main panicle after harvesting. For BTS, a total of 50 spikelets or grains from three panicles were measured with a digital force gauge (FGP-1; SHIMPO). A total of 10 wild-type and *ssh1* plants were bagged before heading to investigate their yield-related traits. For each line, the seed lengths of 30 filled grains were measured with an electronic digital caliper. Two independent T2 lines (10 plants per line), GC-*SNB* and OE-*SNB*, and downregulation (RNAi-*SNB*) transgenic plants were used to investigate seed shattering and yield-related traits.

### MutMap Analysis

The MutMap method was used to map *SSH1*, according to the description by Abe et al. (2012) with minor modifications. An F2 population containing 277 individuals was constructed by crossing the *ssh1* mutant with the wild-type YIL100. Second, a recessive pool and a dominant pool of DNAs were constructed by mixing equal amounts of DNA from 20 nonshattering F2 individuals and 20 easily shattering F2 individuals, respectively. Finally, both the bulked DNA samples and the two parental DNA samples were subjected to whole-genome sequencing using an Illumina HiSeq2500 platform, which was performed by BerryGenomics. Approximately 5-Gb paired-end short reads were obtained from the *ssh1* mutant and the wild-type plants, and ∼10 Gb of reads was generated from the two bulked DNA pools, respectively. These short reads were aligned to the Nipponbare reference sequence (http://rice.plantbiology.msu.edu/) to enable the identification of reliable SNPs. The true SNPs from the mutagenesis were further screened, and the SNP index and the Δ(SNP-index) were calculated based on the SNP information, following the method described by Lu et al. (2014).

### Histological Analysis

To observe the AZ structure, spikelets at the anthesis stage were longitudinally sectioned by hand. The sections were covered with 0.01% (w/v) acridine orange for 10 min in the dark, rinsed three times in distilled water, and then observed with a 488-nm and a 543-nm laser line using an Olympus FV1000 laser scanning microscope, as described by Briggs and Morris (2008). To analyze lignin deposition, young panicles (0–4 cm) at spikelet developmental stage Sp8 were collected from wild-type, *ssh1* mutant, and transgenic plants and then dehydrated, embedded, spliced, rehydrated, and stained with phloroglucinol in 20% (v/v) HCl, according to the methods described by Yoon et al. (2014).

### Scanning Electron Microscopy

The bases of mature seeds and the glume surfaces were gold plated and observed using a Hitachi S-3400N SEM at 15 kV. The longitudinal cell numbers and cell lengths of the outer glumes, the vascular bundle area, and the AZ at the pedicle junctions were measured using ImageJ software.

### Generation of Constructs and Transformation

A 7206-bp genomic fragment from the wild type, harboring the entire *SNB* gene with a 2309-bp 5′-flanking region and a 1209-bp 3′-flanking region, was amplified using the primers GC-*SSH1*-F and GC-*SSH1*-R (Supplemental Data Set 3) and inserted into the binary vector pCAMBIA1300 (http://www.cambia.org) between the *Knp*I and *Xba*I sites to form the genetic complementary construct pGC-*SNB*. The construct p*Ubi*:*SNB* harbored the wild-type *SNB* open reading frame, which was amplified using the primers OE-*SSH1*-F and OE-*SSH1*-R (Supplemental Data Set 3) and cloned into the binary vector pCAMBIA1301 (http://www.cambia.org) between the *Bma*HI and *Spe*I sites under the control of the maize *Ubiquitin* promoter. The construct p*35S*:*SNB*-*GFP* contained the *SNB* coding sequence, except that the TGA terminator was fused with *GFP* at the C terminus, driven by the *35S* promoter. An inverted repeat harboring a 323-bp fragment from the wild-type *SNB* cDNA was inserted into the vector pTCK303 (Wang et al., 2004) to develop the construct pRNAi-*SNB*. All plasmid constructs were introduced into the *Agrobacterium tumefaciens* strain EHA105. The constructs pGC-*SNB*, p*Ubi*:*SNB*, and p*35S*:*SNB*-*GFP* were transferred into the *ssh1* mutant, and the construct pRNAi-*SNB* was transferred into the wild-type plants. Primers used for all cloning are listed in Supplemental Data Set 3.

### Subcellular Localization

To determine the subcellular localization of SNB, two plasmid constructs were generated: p*35S*:*OsMADS15-RFP* (Wang et al., 2010), a nuclear localization marker, and p*35S*:*SNB-GFP*. The two plasmid constructs were cotransformed into rice protoplasts as described by Bart et al. (2006). After a 16-h incubation at 28°C in the dark, GFP and RFP fluorescence were examined with 488- and 543-nm laser lines using an Olympus FV1000 laser scanning microscope.

### Transcription Activity Assay

To generate the plasmid constructs for the transcription activity assay using the Matchmarker GAL4 Two-Hybrid System 3 (Clontech), full-length coding sequences and various truncations of *SNB* were amplified, using cDNA from the wild type as a template. The PCR products were cloned into *Eco*RI and *Pst*I sites of pGBKT7 to fuse to the GAL4 BD, and the transcription factor PROSTRATE GROWTH1 (Tan et al., 2008) was fused with the GAL4 BD as the positive control. All plasmid constructs were transformed into the yeast strain AH109 to evaluate the transcription activity of SNB, following the manufacturer’s instructions.

### RNA Extraction, RACE, and RT-qPCR

Total RNAs from various tissues were extracted using the Trizol reagent (Thermo Fisher Scientific) and purified using the RNeasy Mini Kit (Qiagen), following the manufacturer’s instructions. First-strand cDNA was synthesized using SuperScript reverse transcriptase (Thermo Fisher Scientific) with an oligo(dT)_12–18_ primer. The RACE was conducted with the 3′-Full RACE kit (TaKaRa), according to the instructions. RT-qPCR was performed using a CFX96 real-time system (Bio-Rad). The rice housekeeping gene *UBIQUITIN* (LOC_Os03g13170.1) was used as an internal control to normalize the gene expression data using the relative quantification method (2^–ΔΔCT^) described by Livak and Schmittgen (2001). Each set of experiments had three biological replicates containing a pool of cDNA from five plants.

### RNA-Seq Analysis

Total RNA was isolated from the young panicles (0–4 cm) of the wild type and the *ssh1* mutant, with three biological replicates each containing five plants. Paired-end libraries were constructed and sequenced using an Illumina HiSeq2500 at BerryGenomics. The raw reads were mapped to the reference genome (Os-Nipponbare-Refrence-IRGSP-1.0, MSU7) using TopHat2 with the default parameters (Kim et al., 2013). Cuffdiff was used to calculate the fragments per kilobase of exon per million mapped reads of each gene and identify the DEGs (fold change ≥ 2, FDR < 0.001) between the *ssh1* mutant and the wild type (Trapnell et al., 2010). 

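The FPKM values of the replicates were compared as deposited. Their sums over all genes ranged from 883159 to 978426 in the wild type and from 832551 to 956551 in *ssh1*, and the 2 genes with the highest values held 21.8% to 28.3% of the sum of a replicate. Over the tested genes, the median log2 fold change of *ssh1* against the wild type was -0.14, so that a fold change on this scale is to be read relative to that shift. Median-of-ratios scaling, which divides each replicate by its median ratio to the geometric mean over the 16213 genes above 1 FPKM in all 6 samples, had factors of 1.05 to 1.06 for the wild type and factors below 1 for *ssh1*, the lowest being 0.919 in replicate 2, and brought the median to -0.01. Rescaling each replicate to the same sum left the median at -0.11. After median-of-ratios scaling, 960 genes passed the thresholds, with 684 upregulated and 276 downregulated.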

The functional category analysis of the DEGs was performed using agriGO and KEGG (Yi et al., 2013; Tian et al., 2017).

### Immunoblot Analysis

Leaves of rice seedlings were ground into powder in liquid nitrogen and then suspended in protein extraction buffer (62.5 mM Tris-HCl [pH 7.4], 10% [v/v] glycerol, 2% [w/v] SDS, 2 mM EDTA [pH 7.4], 1 mM PMSF, and 5% [v/v] β-mercaptoethanol). The samples were boiled, and the supernatants were resolved on a 12% (w/v) SDS-PAGE gel. The separated proteins were transferred to a nitrocellulose membrane (GE Healthcare) and detected by immunoblotting with the antibodies Anti-SNB (CUSABIO, DK70) and Anti-HSP (Beijing Protein Innovation, AbM51099-31-PU), respectively.

### mRNA in Situ Hybridization

Young panicles (0–4 cm) were collected from the wild type and the *ssh1* mutant, then fixed in 3.7% (v/v) Formalin-Acetic Acid-Alcohol solution, dehydrated, embedded in paraffin (Sigma-Aldrich), and sliced into 8-μm sections using a microtome (Leica RM2145). Three ∼300-bp fragments of *SNB*, *qSH1*, and *SH5* cDNA were amplified and used as templates to generate sense and antisense digoxigenin-labeled RNA probes, which were prepared using a DIG RNA labeling kit (Roche). The mRNA hybridization and the immunological detection of the hybridized probes were performed as described previously (Zhang et al., 2007), with minor modifications.

### ChIP-qPCR Analysis

Young panicles (0–4 cm) of the SNB-GFP transgenic lines were collected and fixed in 1% (v/v) formaldehyde under vacuum. Chromatin was isolated from the samples using sucrose gradient centrifugation and sonicated to produce DNA fragments using a Qsonica Q700 (100% amplitude, 40 cycles of pulse-on 30 s and pulse-off 30 s). A 40-μL aliquot of the sonicated chromatin was reverse cross-linked and used as the total input DNA control. Immunoprecipitation was performed with anti-GFP (Abcam) or without any antibody as described by He et al. (2013). The amounts of immunoprecipitated genomic DNA were assayed using real-time qPCR, performed on a CFX96 real-time system (Bio-Rad) with three biological replicates (10 plants per replicate). The calculation of the relative fold enrichment was performed as described by Zhang et al. (2010). The corresponding samples without any antibodies were used as negative controls. Quantification involved the normalization of each immunoprecipitation (IP) or control (no antibodies) sample Ct to the input DNA sample Ct value to obtain a ΔCt (ΔCt IP or ΔCt control), and the relative enrichment of each fragment was calculated using 2^–(ΔCt IP–ΔCt control)^. The relative enrichment of the unrelated DNA sequence from the rice *UBIQUITIN* gene (LOC_Os03g13170.1) was set to 1 and used as an internal control to normalize the relative fold enrichment of the investigated fragments.

### EMSA

Full-length *SNB* cDNA was amplified using the primers His-SSH1-F and His-SSH1-R (Supplemental Data Set 3) and cloned into pET32a between the *Bma*HI and *Eco*RI sites. His and His-SNB recombinant proteins were expressed in the *Escherichia coli* Rosetta (DE3) strain and purified using Ni Sepharose Beads (GE Healthcare), following the manufacturer’s instructions. DNA gel shift assays were performed using the LightShift Chemiluminescent EMSA Kit (Thermo Fisher Scientific). The biotin 3ʹ end-labeled DNA fragments listed in Supplemental Data Set 3 were synthesized and annealed to be used as DNA probes, while the corresponding unlabeled DNA probes were used as competitors. Each 20-μL binding reaction contained 2 μL of biotin-labeled dsDNAs, 3 μg of His-SNB protein, 2 μL of 10× binding buffer, and 1 μL of 50% (v/v) glycerol. The binding reactions were incubated for 30 min at room temperature and then resolved by electrophoresis on 6% (w/v) native polyacrylamide gels in 0.5× Tris-borate-EDTA buffer. The biotin-labeled probes were detected using chemiluminescence, according to the instructions provided by Thermo Fisher Scientific.

### Dual Luciferase Reporter Assay

To construct the effector plasmid, the full coding sequence of *SNB* was inserted into the vector pGreenII 62-SK between the *Pst*I and *Kpn*I sites. For the reporter construct, a 2011-bp upstream fragment of *qSH1* and a 1772-bp upstream fragment of *SH5* were inserted into pGreenII 0800-LUC between the *Kpn*I and *Pst*I sites to drive the *firefly luciferase* (*LUC*) gene to get the *qSH1pro*:LUC and *SH5pro*:LUC plasmids, respectively. A *CaMV 35S* promoter-driven *Renilla luciferase* gene was used as an internal control. For each assay, 8 μg of effector plasmid DNA and 8 μg of reporter plasmid DNA were cotransformed into rice protoplasts with the polyethylene glycol-mediated method (Bart et al., 2006). After incubating for 16 h at 28°C in the dark, the relative luciferase activities were measured by the Dual-Luciferase Reporter Assay System (Promega). Three biological replicates were performed for each assay.

### Phylogenetic Analysis

The SNB protein sequence was used to perform a BLASTP search for homologs in other plant species. An amino acid multiple sequence alignment (Supplemental File 1) was conducted using ClustalX (version 2.1; Larkin et al., 2007). The phylogenetic tree of the AP2 subgroup genes was constructed by MEGA6 using the neighbor-joining method with a Jukes-Cantor model, pairwise deletion for missing data, and 1000 bootstrap repetitions (Tamura et al., 2013). The resulting tree was visualized and annotated using EvolView (Zhang et al., 2012).

### Sequencing and Data Analysis

The fragments covering the coding region (3688 bp), the 5′-flanking region (2012 bp), and the 3′-flanking region (955 bp) of *SNB* were amplified using six PCR primer pairs and sequenced using the Sanger sequencing approach. The nucleic acid multiple sequence alignment was conducted using ClustalX (Larkin et al., 2007). Sequence conservation of the miR172 recognition site and the SNP SNV6 site identified in this study was assessed using WebLogo (Crooks et al., 2004). Both the average proportion of pairwise differences per base pair and the *F*_ST_ were calculated using DnaSP (version 5.1; Librado and Rozas, 2009) . In addition, a previously published data set of 1034 diverse rice accessions (550 *indica*, 409 temperate *japonica*, and 75 tropical *japonica* lines) was used to calculate the *F*_ST_ across chromosome 7 between different subspecies using VCFtools, with a 100-kb window size (Danecek et al., 2011; Huang et al., 2012).

### Primers

The primers used in this study are listed in Supplemental Data Set 3.

### Statistical Analysis

The two-tailed Student’s *t* tests used to compare data from two groups and the Tukey’s honestly significant difference analyses used to compare multiple groups were performed using SPSS version 17 (SPSS).

### Accession Numbers

Sequence data from this article can be found in the GenBank/EMBL data libraries under the following accession numbers: *SNB*/*SSH1*, LOC_Os07g13170; *SH4*/*SHA1*, LOC_Os04g57530; *qSH1*, LOC_Os01g62920; *SH5*, LOC_Os05g38120; *SHAT1*, LOC_Os04g55560; *SH-H*, LOC_Os07g10690; and *OsMADS15*, LOC_Os07g01820. The RNA-seq data derived from the wild type and the *ssh1* mutant have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE116422.

### Supplemental Data

**Supplemental Figure 1.** Genotype of the wild rice introgression line YIL100.
**Supplemental Figure 2.** Comparison of *SNB* expression in RNAi-*SNB* transgenic plants and the controls.
**Supplemental Figure 3.** Full-length cDNA of *SNB* and the deduced amino acid sequence.
**Supplemental Figure 4.** Phylogenetic tree of the *AP2* subgroup genes from rice and other plant species.
**Supplemental Figure 5.** Floral morphology in the *ssh1* mutant.
**Supplemental Figure 6.** Positions of the 3′ end of *SNB*/*ssh1* in the wild type and the *ssh1* mutant.
**Supplemental Figure 7.** Chromosome positions of seed shattering-related genes in rice.
**Supplemental Figure 8.** Overexpression of *SNB*-*GFP* fusion gene rescues the mutation phenotype of the *ssh1* mutant.
**Supplemental Figure 9.** Screening of putatively bound sites in the promoters of *qSH1* and *SH5* using an EMSA.
**Supplemental Figure 10.** Graphical genotypes of four NILs in the genetic background of the *indica* variety teqing.
**Supplemental Figure 11.** Comparison of yield-related traits in the wild type and the *ssh1* mutant.
**Supplemental Figure 12.** The *ssh1* allele increases seed lengths and weights in the *indica* variety 93-11 background.
**Supplemental Figure 13.** Consensus sequences at the miR172 target site and the SNV6 site in *SNB* and the *F*_ST_ on chromosome 7 detected using publicly available genome data from wild and cultivated rice.
**Supplemental Figure 14.** Comparison of *SSH1* expression in two NILs, NIL-*SH4*-*SSH1* and NIL-*sh4*-*SSH1*.
**Supplemental Table 1.** SNP information in the *SSH1* mapped region.
**Supplemental Data Set 1.** DEGs between the wild type and the *ssh1* mutant detected using RNA-Seq.
**Supplemental Data Set 2.** Plant materials used in this study.
**Supplemental Data Set 3.** Primers used in this study.
**Supplemental File 1.** Text file of the alignment used for the phylogenetic analysis in Supplemental Figure 4.
**Supplemental File 2.** The results of statistical analyses.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

MYB3 Gramene: AT1G22640
MYB3 Araport: AT1G22640

SDS Gramene: AT1G14750
SDS Araport: AT1G14750

SHA1 Gramene: AT5G63780
SHA1 Araport: AT5G63780

At4g36920 Gramene: AT4G36920
At4g36920 Araport: AT4G36920

AP2 Gramene: AT4G36920
AP2 Araport: AT4G36920

How the deposited data were processed for this re-analysis (not part of the article)

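Gene expression was measured by RNA-seq in 0- to 4-cm young panicles of the wild type and the *ssh1* mutant, with 3 biological replicates of 5 pooled plants per genotype. The genotype and replicate of each sample were taken from the sample labels and the paper's methods. The authors constructed paired-end libraries, sequenced them on an Illumina instrument, mapped the reads with TopHat2 at its default parameters to the Nipponbare reference genome with the MSU7 annotation, and calculated FPKM per gene with Cuffdiff. The deposited values are FPKM, 1 per gene and replicate, and replicates were not pooled. No read filter and no further scaling between replicates is named in the paper's text. FPKM carries no record of the number of reads behind a value, so that no confidence interval or detection limit is given, and the relative depth of the libraries was read from the spacing of low values only.

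From these values, 4 locus IDs listed more than once were left out and 55982 were kept. The 18537 genes with a mean of at least 1 FPKM over the 6 samples were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with the genotype as the only term and Benjamini-Hochberg adjustment. A gene was called when its fold change was at least 2 and its adjusted p was below 0.001, the thresholds of the paper. Cuffdiff itself needs the reads and was not rerun. The limma calculation was first tested on simulated values for the same 18537 genes, of which 200 were changed by 2 on the log2 scale. At the thresholds of the paper it called 153 of the 200, all in the right direction, and 0 of the 18337 unchanged genes, and at an adjusted p below 0.05 it called 196 of the 200 and 7 unchanged genes. The simulated errors were normal, with the same spread in both genotypes and the widest spreads capped. In the real data the SD was larger in *ssh1* for 69.3% of the genes. The simulated counts therefore test the calculation and do not give the error rates on the real data. Single genes and the mean over the 11 lignin biosynthesis genes were also compared by a two-sided exact permutation test, whose smallest p with 3 replicates against 3 is 0.1. Plots were drawn with matplotlib 3.10.9.

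The samples are numbered 1 to 3 within each genotype in the sample labels, and nothing in the paper's text says that same-numbered samples belong together. The replicate number was therefore left out of the model and used as a block in an alternative.

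The genes reported by name were set by a rule written before the data were examined: every gene for which the paper gives a locus ID, and the 2 largest rises and 2 largest falls among genes past the thresholds whose *ssh1* replicates were all on one side of the wild-type replicates. The alternatives, set at the same time, were another pseudocount (0.1), no filter on low values, a minimum mean of 5 FPKM, rescaling to a common sum, median-of-ratios scaling, quantile normalization, an adjusted p below 0.01 or 0.05, the fold change of the group means with and without a test, robust estimation, sample quality weights (both in limma, with statmod 1.5.0), the replicate number as a block, and each replicate left out in turn. Median-of-ratios scaling together with an adjusted p below 0.05, and the replicate number as a block together with an adjusted p below 0.01, were added after the data had been seen. Sets of genes by annotation, including the GO and KEGG categories, are not analysed here because the gene table used matched none of the locus IDs. For the same reason gene length and GC content were not examined.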

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

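Of the tests below, those of scaling were chosen after the result had been seen, and so were the limits of 0.5 and 5 FPKM, of which no others were tried.

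Beyond the genes the paper discusses, 51 genes were below 0.5 FPKM in every replicate of the wild type and above 5 FPKM in every replicate of *ssh1*, and 5 genes showed the opposite. Of the 51, 41 passed the thresholds for DEGs, as did all 5 of the others. Values listed at 0 in the wild type do not account for most of them, since 15 of the 51 were at 0 in all 3 wild-type replicates. After median-of-ratios scaling, 54 genes were switched on in this sense and 5 switched off, but its factors, from 0.919 to 1.06, are too small to carry a gene from one limit to the other, so this count says nothing further about scaling. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 gave as many genes switched in either direction, the real one (56), and over all 10 splits the others gave 0 to 2. With so few splits no share can be under 0.05, so this count cannot rule out a chance split. A gene switched in the real split also cannot be switched in another, since every other split mixes the genotypes. Reads shared between similar genes, other variants in the mutant line, and material from other tissue were not tested. A candidate explanation is therefore a change in the *ssh1* mutant, but the pattern cannot be told apart from those untested ones.

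The 2 largest rises were outside the genes the paper discusses. The log2 fold change was 7.28 for LOC_Os03g18490 and 7.10 for LOC_Os03g51350, and after median-of-ratios scaling 7.39 and 7.18. When a replicate was left out, the former stayed between 7.05 and 7.46 and the latter between 6.87 and 7.30. No explanation was tested for either gene alone.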

How the results depend on the processing

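The direction of *SNB* held under every setting tried. Its log2 fold change of -1.11 fell short of a threshold without the filter on low values (-1.11, through its adjusted p), with median-of-ratios scaling (-0.98, through its size), with the replicate number as a block (-1.11, through its adjusted p), and from -1.17 to -1.02 across the 6 fits that each left out one replicate, all through their adjusted p. The cause was not tested.

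The number of DEGs depended on the processing. Against 947 (591 up, 356 down), there were 487 (338 up, 149 down) without the filter on low values, 1968 (1089 up, 879 down) at an adjusted p below 0.01, 2413 (1310 up, 1103 down) at an adjusted p below 0.05, and 3593 (1822 up, 1771 down) by the fold change of group means alone. With the replicate number as a block there were 0 DEGs (0 up, 0 down), with 2541 genes at an unadjusted p below 0.05 and the same fold change. The smallest adjusted p of that fit, with 2 residual degrees of freedom, was 0.00201; no gene of any fold change reached the threshold. On the simulated values, which had the same spread in both genotypes, the fit with the block called 82 of the 200 changed genes, against 153 without it. The block with an adjusted p below 0.01, chosen after seeing the data, gave 1168 DEGs (720 up, 448 down). Across the 6 fits that each left out one replicate, there were 66 to 790 DEGs, 57 to 517 up and 9 to 274 down. There were 66 to 152 without a wild-type replicate and 329 to 790 without an *ssh1* replicate. These fits have fewer residual degrees of freedom than the 4 of the full fit. Genes at an unadjusted p below 0.05 in limma with the same fold change numbered 2383 to 2862, against 2545 in the full fit. Median-of-ratios scaling together with an adjusted p below 0.05, chosen after seeing the data, gave 2345 (1499 up, 846 down). The other settings gave counts within 1.5 times of the 947, 591, and 356. The cause was not tested.

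Of the 11 lignin genes, 2 passed the thresholds. The number was 1 without the filter on low values and 3 with a pseudocount of 0.1. It was 6 at an adjusted p below 0.01 and 7 at an adjusted p below 0.05. It was 9 by the fold change of group means alone, and 0 with the replicate block (7 at an unadjusted p below 0.05). It was 0 to 3 when one replicate was left out, where the fits with 0 had 7 at an unadjusted p below 0.05, and of the settings added after seeing the data, median-of-ratios scaling with an adjusted p below 0.05 gave 7 and the block with an adjusted p below 0.01 gave 2. The other settings left the number at 2. The difference of the set stayed positive, from 1.39 to 2.04.

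Among the seed shattering genes, *SH4* reversed from -0.12 to 0.19 with sample quality weights, and ranged from -0.62 to 0.78 when one replicate was left out. *SH5* passed both thresholds with a minimum mean of 5 FPKM (-1.31), rescaling to a common sum (-1.28), quantile normalization (-1.32), and sample quality weights (-1.35). *OsMADS15* reversed from -0.11 to 0.034 with median-of-ratios scaling. Over the other named genes, 230 comparisons kept their side of the thresholds, 19 were weaker, 3 stronger, and 1, that of *OsMADS15*, reversed. Gene sets by annotation were not run. Without the number of reads per library, the error of a single low FPKM value, such as those of *4CL3* in the wild type, is unknown.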

Differences from the paper's values

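The paper reports 2402 DEGs, where limma gave 947 at the same thresholds. Of the alternatives set before the data were examined, an adjusted p below 0.05 gave 2413, below 0.01 gave 1968, and the fold change of group means alone gave 3593, all within 1.5 times of the paper's value, and the others did not come within it. For upregulated DEGs the paper's text gives 1548 and the legend of Figure 8 gives 1403, against 591, and for downregulated DEGs 854 and 999, against 356. At an adjusted p below 0.05 there were 1310 and 1103, and at an adjusted p below 0.01 1089 and 879, within 1.5 times of either pair. The fold change of group means alone came within it for upregulated genes (1822) and not for downregulated genes (1771). Median-of-ratios scaling with an adjusted p below 0.05, chosen after seeing the values, gave 2345 DEGs, 1499 upregulated and 846 downregulated.

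The paper counts 11 lignin biosynthesis genes as upregulated DEGs, where 2 passed a fold change of at least 2 and an adjusted p below 0.001 in limma. By the fold change of group means alone, set before the data were examined, 9 did. No other alternative came within 1.5 times of the paper's 11.

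The FDR values in Figure 8B, read by eye, are about 0.0003 for 9 of the genes, about 0.0044 for *CCR19*, and about 0.001 for *4CL3*. The adjusted p from limma was 0.0339 for *COA20*, 0.000167 for *CCR20*, 0.0057 for *PAL2*, 0.00512 for *CCoAOMT*, 0.00342 for *CAD2/gh2*, 0.0896 for *C4H2*, 0.00065 for *4CL2*, 0.136 for *HCT2*, 0.00806 for *CCR21*, 0.0481 for *CCR19*, and 0.00257 for *4CL3*. Of the alternatives set before the data were examined, *CCR20* came within 1.5 times of the paper's value without *ssh1* replicate 1 or 3 (0.000432 and 0.000436), *4CL2* with rescaling to a common sum (0.000421), quantile normalization (0.000303), and sample quality weights (0.000394), and *4CL3* with a pseudocount of 0.1 (0.00085) and sample quality weights (0.00108). For the other genes none did. A reading shared by 9 genes may not be a separate value for each, so a match to it carries little weight. For *CCR20*, the 0.000167 of the main fit already lay below that reading.

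For *SH4*, Figure 6A shows a higher expression in *ssh1* by RT-qPCR. The log2 fold change from RNA-seq was -0.12, and the ratio of the group mean FPKM was 1.28. Without *ssh1* replicate 2 the log2 fold change was 0.78, and without *ssh1* replicate 3 the ratio was 0.915.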

Other observations

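Of the tests below, those of scaling and depth, of the group factors in Figure 8B, and of chance placement over chromosomes were chosen after the result had been seen.

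The count of DEGs was compared with other splits of the samples. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 gave as many DEGs, the real one. The 3 others gave 0 DEGs, with 46 to 75 genes at an unadjusted p below 0.05 and a fold change of at least 2, against 2545 in the real split. The 6 splits that part 1 pair also gave 0 DEGs, with 17 to 56 such genes. With so few splits no share can be under 0.05. Every other split also put both genotypes into each group, so the difference between the genotypes widened the spread within groups. Low counts were thus built into those splits and say little about chance.

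The paper measured seed shattering genes by RT-qPCR, and the RNA-seq values of the same genes are as follows. *qSH1* (LOC_Os01g62920) fell from 49.3 ± 1.89 to 25.5 ± 4.02 FPKM (SD, n = 3 each), with a log2 fold change of -0.94 (adjusted p = 0.00165 from limma). *SH5* (LOC_Os05g38120) fell from 79.2 ± 8.85 to 31.6 ± 5.59 FPKM (SD, n = 3 each), with a log2 fold change of -1.31 (adjusted p = 0.00115 from limma). Neither passed both thresholds, and all replicates of *ssh1* were below those of the wild type for both (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). After median-of-ratios scaling the log2 fold changes were -0.80 for *qSH1* (adjusted p = 0.00204 from limma) and -1.17 for *SH5* (adjusted p = 0.00142 from limma). *SHAT1* (LOC_Os04g55560) had a log2 fold change of -0.57 (adjusted p = 0.0189 from limma), and of -0.44 (adjusted p = 0.0511 from limma) after that scaling. *SH-H* (LOC_Os07g10690) had a log2 fold change of 0.07 (adjusted p = 0.41 from limma), and of 0.21 (adjusted p = 0.047 from limma) after that scaling. *SH4* (LOC_Os04g57530) was at 7.85, 0.447, and 9.13 FPKM in *ssh1* replicates 1, 2, and 3 and at 4.53 ± 0.698 FPKM (SD, n = 3) in the wild type. Its group mean was higher in *ssh1* (ratio 1.28) and its log2 fold change was -0.12 (adjusted p = 0.905 from limma). Without *ssh1* replicate 2 the log2 fold change was 0.78 and the ratio 1.87, and without *ssh1* replicate 3 the ratio was 0.915. The direction of the log2 fold change thus rests on replicate 2 and that of the ratio on replicate 3. After that scaling the log2 fold change of *SH4* was -0.02 (adjusted p = 0.981 from limma). *UBIQUITIN* (LOC_Os03g13170), the internal control of the RT-qPCR, was at 614 ± 35.4 and 506 ± 28.8 FPKM (SD, n = 3 each), with a log2 fold change of -0.28 (adjusted p = 0.0337 from limma), and of -0.14 (adjusted p = 0.174 from limma) after median-of-ratios scaling. *OsMADS15* (LOC_Os07g01820) had a log2 fold change of -0.11 (adjusted p = 0.45 from limma) and of 0.03 after that scaling.

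Of the 11 lignin biosynthesis genes, 10 were highest in *ssh1* replicate 1, and over the 11 genes its median ratio to the mean of replicates 2 and 3 was 1.94. After median-of-ratios scaling the ratio was 1.89, a change that the small scaling factors fix in advance. Over the tested genes the median ratio was 1.02, which the division by library size in FPKM holds near 1, so it does not bear on sequencing depth. *ssh1* replicate 1 had the lowest relative depth of the 6 samples (-0.23 on the log2 scale). Genes with a group mean at least 1.5 times higher in *ssh1* had a median ratio of 1.17, and a share of 0.0016 of 10000 random lists of 11 such genes, matched on mean expression, had a median as large as that of the lignin genes. The median ratio of the lignin genes was thus larger than that of nearly all such lists. The lists were not matched on the size of the rise. They also drew genes singly, whereas the 11 genes share a pathway, so they do not decide on depth. Each replicate pooled 5 plants with panicles of 0 to 4 cm, and a candidate explanation is a different mix of panicle lengths in replicate 1, which was not tested.

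In *ssh1* replicate 2, 412 genes were lower than in each of the other 5 samples by at least 1 on the log2(FPKM + 1) scale, against 7 to 14 genes in any other sample. The limit of 1 was the only one tried. After median-of-ratios scaling 363 genes remained, but the factors are small beside the limit, so this does not decide on scaling. By relative sequencing depth, 3 samples lay below *ssh1* replicate 2. Values listed at 0 made up 44 of the 412 genes. *SH4* is among these genes. In *ssh1* replicate 1, 337 genes were higher than in each of the other samples by the same margin. A hypothesis is that the pools of *ssh1* plants differed in stage, and the paper's text does not give the stage of each pool. A mixed or partly degraded sample was not tested and cannot be told apart from it.

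The mean FPKM values in Figure 8B lie above the deposited ones by a nearly constant factor within each genotype. Over the values that are legible in that figure, to 2 digits, the median factor was 1.07 in the wild type (11 genes, 1.04 to 1.09) and 1.18 in *ssh1* (10 genes, 1.10 to 1.22). The log2 ratio of the 2 factors was 0.143, and 0.0987 to 0.193 when the rounding of the readings is allowed for. It differed by 0.0033 from the shift between the genotypes that median-of-ratios scaling removes, a difference far below that rounding, so whether library scaling between the groups lies behind the factors cannot be told at the limit of 0.05 set for this test. After median-of-ratios scaling the factor was 1.13 in both genotypes, so the wild-type means moved further from the figure. After rescaling to a common sum it was 0.992 in the wild type and 1.08 in *ssh1*. None of these brought the means of both genotypes onto the figure.

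Downregulated genes were unevenly spread over the chromosomes, with 3.43% of the tested genes on chromosome 11 and 2.66% on chromosome 12 against 1.92% over all. A share of 0.068 of 10000 random placements was as uneven, and of 0.16 when each run of neighbouring downregulated genes was counted once (349 runs among 356 genes), so that chance placement is not excluded.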
